# Alterations of long noncoding RNAs and mRNAs in extracellular vesicles derived from the murine heart post‐ischemia–reperfusion injury

**DOI:** 10.1111/jcmm.17617

**Published:** 2022-11-28

**Authors:** Xinyu Ge, Qingshu Meng, Xuan Liu, Jing Liu, Xiaoxue Ma, Shanshan Shi, Mimi Li, Fang Lin, Xiaoting Liang, Xin Gong, Zhongmin Liu, Wei Han, Xiaohui Zhou

**Keywords:** extracellular vesicles, ischemia–reperfusion injury, long non‐coding RNA, mRNA, RNA sequencing

## Abstract

Extracellular vesicles (EVs) play important roles in cardiovascular diseases by delivering their RNA cargos. However, the features and possible role of the lncRNAs and mRNAs in cardiac EVs during ischemia–reperfusion (IR) remain unclear. Therefore, we performed RNA sequencing analysis to profile the features of lncRNAs and mRNAs and predicted their potential functions. Here, we demonstrated that the severity of IR injury was significantly correlated with cardiac EV production. RNA sequencing identified 73 significantly differentially expressed (DE) lncRNAs (39 upregulated and 34 downregulated) and 720 DE‐mRNAs (317 upregulated and 403 downregulated). Gene Ontology (GO) and pathway analysis were performed to predict the potential functions of the DE‐lncRNAs and mRNAs. The lncRNA‐miRNA‐mRNA ceRNA network showed the possible functions of DE‐lncRNAs with DE‐mRNAs which are enriched in the pathways of T cell receptor signalling pathway and cell adhesion molecules. Moreover, the expressions of ENSMUST00000146010 and ENSMUST00000180630 were negatively correlated with the severity of IR injury. A significant positive correlation was revealed between TCONS_00010866 expression and the severity of the cardiac injury. These findings revealed the lncRNA and mRNA profiles in the heart derived EVs and provided potential targets and pathways involved in cardiac IR injury.

## 1 INTRODUCTION

Myocardial ischemia–reperfusion (IR) injury is a common cardiac disorder that exists in various clinical scenarios, including heart transplantation, cardiac arrest, percutaneous coronary artery intervention, and cardiac surgery. The reperfusion of ischemic hearts can lead to cardiomyocyte death and further aggravate the ischemia‐induced reduction of cardiac function.^1^ However, the underlying molecular mechanism of IR injury remains poorly understood.

Extracellular vesicles (EVs) are nanosized cell‐derived membranous vesicles that exist in various biological fluids.^2^ Previous studies have demonstrated the vital roles of EVs in numerous biological functions, including cancer progression and metastasis,^3^ wound healing,^4^ angiogenesis^5^ and immunoregulation.^6^ Investigations of the features and functions of EVs from heart tissues may provide novel clues that help elucidate the pathological process of cardiac IR injury. As cell‐to‐cell communication vehicles,^7^ EVs can transfer multiple substances such as proteins, lipids, and RNA species (including miRNAs, circRNAs, lncRNAs, and mRNAs) to recipient cells and regulate their functions.^8^, ^9^ Recently, we confirmed the increased release of EVs in the heart during IR^10^ and elucidated the miRNA profile as well as the function of the miRNA cargo in cardiac EVs on cardiac injury.^11^ However, the feature and mechanism of EV‐packaged lncRNAs and mRNAs in the pathogenesis of cardiac IR injury remain elusive.

Long noncoding RNAs (lncRNAs) are regarded as non‐protein‐coding transcripts larger than 200 nt.^12^ Increasing evidence indicated the link between lncRNAs and cardiovascular diseases.^13^, ^14^, ^15^ It has been reported that a lncRNA termed cardiac autophagy inhibitory factor (CAIF) can attenuate myocardial infarction by blocking p53‐mediated myocardin transcription.^16^ Inhibition of lncRNA‐X‐inactive specific transcript (XIST) and lncRNA‐taurine upregulated gene 1 (TUG1) could improve myocardial IR Injury.^17^, ^18^, ^19^ Moreover, the potential applications of lncRNAs as biomarkers for cardiovascular diseases have been verified in recent studies.^20^, ^21^ These results suggested the importance of lncRNAs in cardiovascular diseases. In the present study, we performed RNA sequencing analysis in EVs derived from the heart tissues post‐IR to identify the profiles of lncRNAs and mRNAs in these IR‐EVs and evaluated the association between the differentially expressed (DE)‐lncRNAs and the severity of IR injury, which indicated that cardiac EVs enriched lncRNA and mRNA may represent important players which contribute to the cardiac IR injury.

## 2 MATERIALS AND METHODS

### 2.1 Animals

Male C57BL/6J mice (10 weeks old, 26 ± 1 g) were purchased from SLAC Laboratory Animal Co., Ltd. Mice were housed in a specific‐pathogen‐free room with constant temperature (23–24°C), humidity (55 ± 5%), and light (12–12 h light–dark schedule), and kept in the solid‐bottom cages of polycarbonate with high‐pressure sterilized corncob on the bottom of the cage. There were at most five mice in each cage. All mice had free access to food and water. The animal procedures were performed following the recommendations of national and international laboratory animal care and use and were approved by the Institutional Animal Care and Use Committee of Tongji University (Number: TJLAC‐018‐030).

### 2.2 Establishment of the murine myocardial IR model

Mice were randomly divided into the sham and IR group using computer‐generated random numbers. Myocardial IR models were established according to our previous study.^10^ Briefly, 1.5% pentobarbital (50 mg/kg body weight, Sigma) was intraperitoneally injected for mouse anaesthesia. Endotracheal intubation and mechanical ventilation were performed and then the chest cavity was opened at the 4th intercostal space. The left anterior descending (LAD) coronary artery was ligated with an 8–0 silk suture. The suture was then removed to allow reperfusion after 45 min (I45minR24h) or 1 h (I1hR24h). After the operation, the mice were placed on a heated blanket until they recovered from anaesthesia. Blood and heart samples were collected 24 h later.

### 2.3 Echocardiography and myocardial enzyme detection

The mice were examined by echocardiography (VisualSonics Inc) 1 day after IR. After depilation, the mice were anaesthetised with isoflurane (1–2% vol/vol, RWD life science) and fixed in a supine position. The left ventricular end‐diastolic diameter (LVEDD) and left ventricular end‐systolic diameter (LVESD) were measured by placing a small probe in the left anterior chest of the mice. The left ventricular ejection fraction (EF) and fraction shortening (FS) were calculated for cardiac function evaluation.

The mice were anaesthetised with 1.5% pentobarbital before blood collection from the mouse eyes. The sera from the sham (3 mice), I45minR24h (4 mice), and I1hR24h (4 mice) group were isolated by centrifugation (2000 × g, 4°C, 10 min). Aspartate transaminase (AST), lactate dehydrogenase (LDH), creatine kinase (CK), and creatine kinase isoenzyme (CK‐MB) levels were measured using Beckmann AU680 (Beckman Coulter, Inc.) according to the manufacturer's instructions.

### 2.4 Cardiac EV isolation

EV isolation was performed according to our previous study.^10^ Briefly, the mice were sacrificed by cervical dislocation. After phosphate‐buffered saline (PBS) perfusion, left ventricle tissues subjected to IR injury were removed and cut into small pieces. The heart tissues were incubated in 4 ml of 0.1% type II collagenase (Sigma) at 37°C for 30 min. The digested tissue was centrifuged at 300 × g for 5 min at 4°C to remove the tissues and cells. The supernatant was centrifuged at 2000 × g for 10 min, and then at 10000 × g for 10 min at 4°C. The supernatant was centrifuged at 120,000 × g for 2 h at 4°C (Optima L‐100XP Ultracentrifuge, Beckman Coulter). Then, cardiac EVs were obtained after one wash with PBS.

### 2.5 EV quantification

The particle size and concentration of the EVs were tested using the ZetaView® NTA technique by Particle Metrix with 3 times replicates.

### 2.6 Transmission electron microscope (TEM)

The fresh‐isolated EVs were fixed with 2.5% glutaraldehyde and loaded onto 200 Mesh carbon‐coated formvar grids for 5 min. Then 2% phosphotungstic acid was used for EV‐staining (5 min at room temperature). EVs were detected under the transmission electron microscope (TEM; Hitachi, HT7700).

### 2.7 Western blot

EVs from different groups were lysed with RIPA buffer. Protein quantification was carried out using Bicinchoninic acid assay (BCA) protein estimation kit (Thermofisher Scientific) according to the manufacturer's instruction. Proteins were extracted and loaded on 10% SDS‐PAGE gels, then transferred to PVDF membranes. After blocking with 3% non‐fat milk in Tris‐buffered saline with 0.1% Tween 20 (TBST) for 1 h at room temperature, the membranes were incubated overnight at 4°C with primary antibodies directed to: CD9 (Abcam ab92726, 1:1000 dilution), Alix (Abcam ab186429, 1:1000 dilution), TSG101 (Abcam ab125011, 1:000 dilution). After TBST washing, the membranes were incubated with corresponding secondary antibodies (CST 7076 S, 1:1000 dilution) for 1 h. Then, specific bands were detected by ECL reagent (Share‐Bio).

### 2.8 RNA library construction and RNA sequencing

Cardiac EVs from 4 sham and 4 I45minR24h mice were isolated for RNA sequencing. Total RNA was isolated using TRIzol reagent (Invitrogen). The concentration and purity of RNAs were determined by a NanoDrop® ND‐2000 spectrophotometer (Thermo). After rRNA depletion with the Ribo‐Zero Magnetic Gold Kit (Epicentre, Inc), the RNA libraries were constructed using the TruSeq Stranded Total RNA Library Prep Kit (Illumina) according to the manufacturer's instructions. The BioAnalyzer 2100 system (Agilent Technologies, Inc) was used for library quality assessment. The RNA libraries were denatured as single‐strand DNA, captured on Illumina Flow Cells (Illumina), amplified in situ as clusters, and sequenced using a HiSeq 4000 sequencing system (Illumina). The reads of the lncRNAs are presented in Table S1.

### 2.9 RNA sequencing analysis

Paired‐end reads were obtained from an Illumina HiSeq 4000 sequencer. After 3′ adaptor‐trimming and low‐quality read removal by cutadapt software (v1.9.3), the high‐quality reads were aligned to the mouse reference genome (UCSC mm10) with Hisat2 software. The Cuffdiff software was used to calculate the fragments per kilobase per million (FPKM) for the expression profiles of lncRNAs and mRNAs. Differentially expressed (DE) genes were identified according to the criteria of fold change >2 and adjusted *p*‐Value <0.05. RNA‐seq data have been deposited in the GEO database under accession numbers GSE189888. LncRNA target genes were predicted based on cis functional prediction. Gene Ontology (GO) and pathway analysis were performed for these target genes.

### 2.10 LncRNA‐miRNA‐mRNA ceRNA network construction

Pathway analysis found several DE genes which were enriched in the T cell receptor signalling pathway and cell adhesion molecules (CAMs). The miRNAs interacting with the DE‐mRNAs were predicted by the TargetScan and Miranda databases. The top 5 predicted miRNAs of each gene were selected. Then, the selected miRNAs were used to find their target DE‐lncRNAs using the TargetScan and Miranda databases, and the top 5 target lncRNAs were selected. The miRNA‐mRNA and lncRNA‐miRNA pairs were used to build the lncRNA‐miRNA‐mRNA ceRNA network.

### 2.11 Quantitative real‐time polymerase chain reaction analysis

Real‐time quantitative polymerase chain reaction (RT‐qPCR) was used to verify the accuracy of the RNA‐seq data with 3 replicates. Total RNA was isolated using TRIzol reagent (Invitrogen) and reverse transcribed to cDNA using the PrimeScript RT reagent kit (TaKaRa Bio, Inc). The RT‐qPCR was performed on the Applied Biosystems ViiA 7 Real‐Time PCR System (Thermo Fisher Scientific) with SYBR Green MasterMix (Applied Biosystems; Thermo Fisher Scientific, Inc). The relative expression levels of lncRNAs and mRNAs were calculated using the 2^−∆∆CT^ method. The primers used in the study are listed in Table S2.

### 2.12 Statistical Analysis

The data were presented as mean ± standard error of mean (SEM). The Student's *t*‐test was applied for the comparison of the two groups. Multiple groups comparison was performed using one‐way analysis of variance (anova), followed by Tukey's multiple comparisons test. Correlation analysis was performed using Pearson's linear correlation analysis. GraphPad Prism 8.0 (GraphPad Software) was used for all data analyses. A *p*‐Value <0.05 was considered statistically significant.

## 3 RESULTS

### 3.1 The feature of cardiac EVs

The size distribution of EVs derived from the heart of the sham, I45minR24h, and I1hR24h mice was determined by NTA (Figure 1A). The typical morphology of EVs was captured under TEM (Figure 1B). The exosome markers including Alix, TSG101, and CD9 were expressed in these EVs from different conditions (Figure 1C).

**FIGURE 1:**
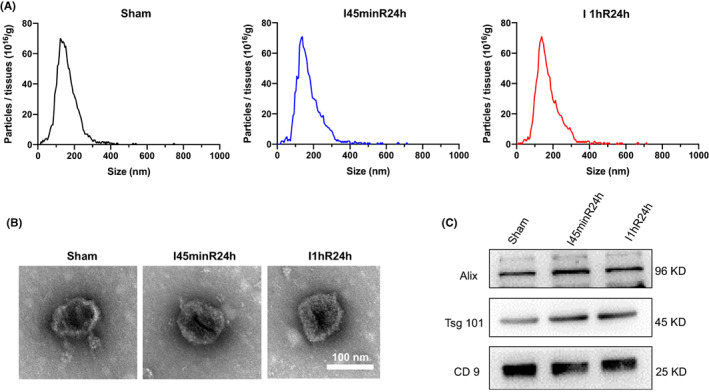
Characterization of cardiac EVs. (A) Particle size distribution of the EVs was measured using nanoparticle tracking analysis (NTA). (B) A representative TEM image of the EVs (bar = 100 nm). (C) Western blot showing the typical exosomal markers (Alix, Tsg101, and CD9) in the EVs.

### 3.2 Positive correlation between the severity of IR injury and the number of cardiac EVs

We recently found that myocardial IR significantly increased the intra‐cardiac release of EVs.^10^ To estimate the potential correlation between the severity of IR injury and cardiac EV production, we established myocardial IR models with different ischemia times (0 min, 45 min, 1 h). Longer‐term ischemia induced more severe myocardial dysfunction and IR injury as determined by echocardiography (Figures 2A,B) and myocardial enzyme (including AST, LDH, CK, and CK‐MB) analysis (Figure 2C). Meanwhile, longer‐term ischemia before reperfusion resulted in increased EV production (Figure 2D). In addition, significant linear correlations were found between the release of EVs and the serum levels of LDH (R^2^ = 0.5488; *p* = 0.0091), CK (R^2^ = 0.3921; *p* = 0.0393), and CK‐MB (R^2^ = 0.5506; *p* = 0.0089) (Figure 2E). Significant linear correlations were also demonstrated between the number of EVs and cardiac function, including the ejection fraction (EF, R^2^ = 0.4720; *p* = 0.0195) and fractional shortening (FS, R^2^ = 0.5458; *p* = 0.0094) (Figure 2F). These results suggested a close association between the severity of the heart injury and the increase in EV production post‐IR.

**FIGURE 2:**
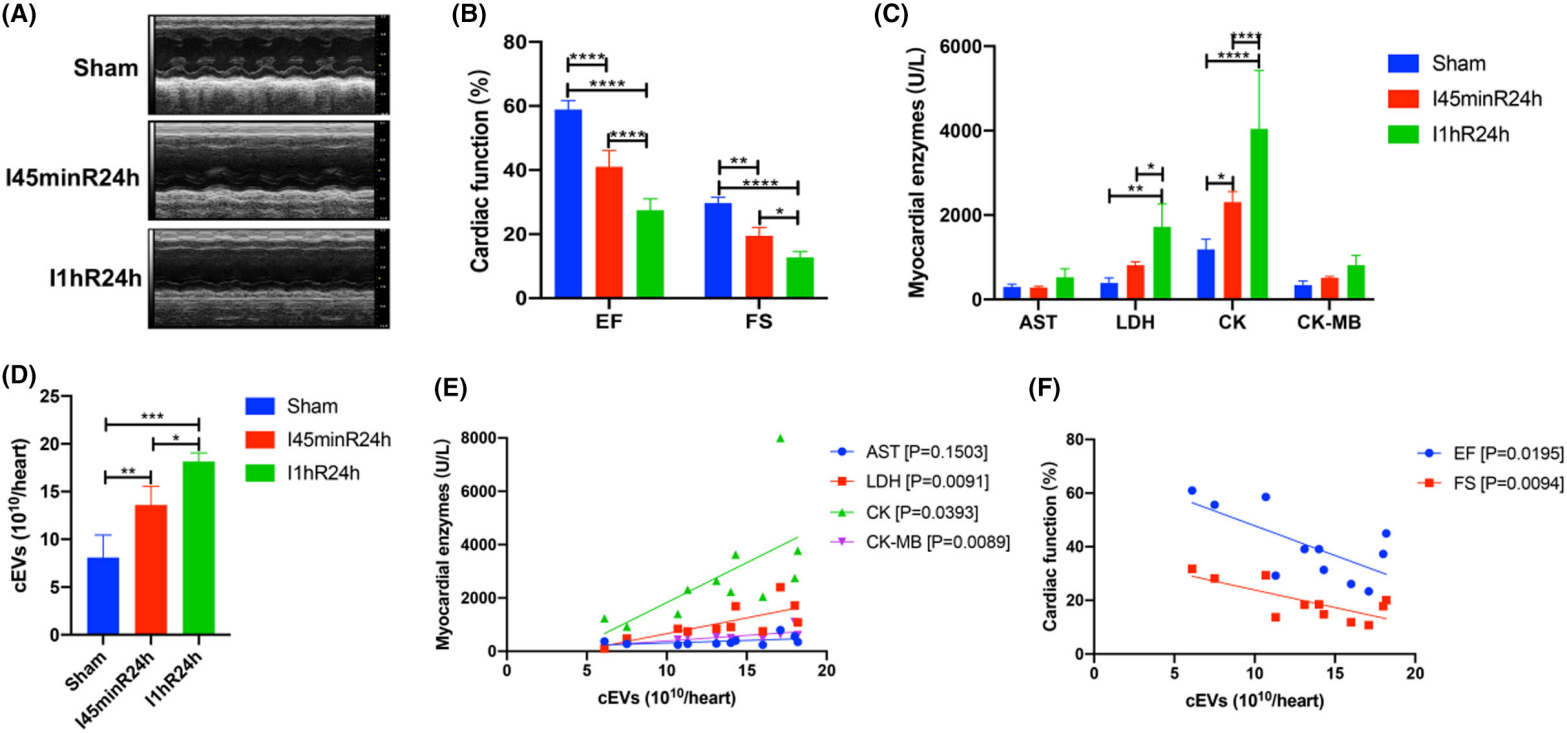
The association between the severity of IR injury and the number of cardiac EVs. (A) Representative echocardiography images of the sham, I45minR24h, and I1hR24h mice. (B) Longer‐term ischemia resulted in decreased cardiac function as determined by EF and FS. (C) Longer‐term ischemia led to increased release of myocardial enzymes (including AST, LDH, CK, and CK‐MB). (D) Longer‐term ischemia before reperfusion resulted in increased EV production. (E) The correlation between the number of EVs and the release of myocardial enzyme. (F) The correlation between the number of EVs and cardiac function. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

### 3.3 Differential lncRNA and mRNA profile in cardiac EVs after IR injury

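RNA of cardiac EVs from 4 sham mice and 4 IR mice was sequenced with 1 library per mouse, after removal of ribosomal RNA, as stranded paired-end libraries. The authors trimmed the reads with cutadapt, aligned them to the mouse genome mm10 with HISAT2 and estimated FPKM, a measure scaled to transcript length and library size, with Cuffdiff. The deposited tables hold an FPKM and a scaled count for 22481 mRNA genes and 31549 lncRNA transcripts in each library. Dividing each scaled count by the value that stands for 1 fragment in its library (0.763 in sham 3 to 1.18 in IR 1) gave estimated fragments. Among values above 0, without the most abundant, they lay within 0.02 of a whole number for 90.6% to 91.0% of mRNA values. For lncRNA values this share was 65.4% to 66.5%. The mRNA fragments numbered 15908949, 15981491, 22497256 and 19815120 in sham 1 to sham 4 and 13824430, 18501745, 14853114 and 14670563 in IR 1 to IR 4. The lncRNA fragments ranged from 1276566 to 1842824 in the sham libraries and from 805181 (IR 1) to 1716355 (IR 2) in the IR libraries. The paper's Table S1 reports 75136388 to 124509256 raw reads per library, of which it lists 74.32% as aligned in IR 1, 79.79% in IR 3 and 84.49% to 91.47% in the others. The values here use the estimated fragments, rounded and scaled by TMM, and compare 12716 mRNAs and 3088 lncRNAs with a mean of at least 0.5 FPKM by edgeR's quasi-likelihood test. The thresholds are the paper's, an adjusted p under 0.05 and a fold change over 2. Levels are given as mean FPKM ± SD (n = 4 mice per group), log2 fold changes as IR over sham, and positions on mm10. After mt-Co1, a mitochondrial gene, at a mean of 10772 FPKM over the 8 libraries, the most abundant mRNAs were Reg3b, an antimicrobial lectin, at 5352 FPKM, and the apolipoprotein genes Apoa1 at 5299 FPKM and Apoa4 at 4618 FPKM. Rbp2, Fabp2 and Fabp1, which bind retinol and fatty acids in the absorptive cells of the small intestine, had means of 3567, 3091 and 2120 FPKM. A list of 23 genes of these cells (enterocytes), written after the most abundant mRNAs were seen, had a median of 663 to 906 FPKM in the sham libraries and 1025 to 1085 FPKM in the IR libraries. A list of 15 genes of the contractile apparatus of cardiomyocytes, written at the same time, had a median of 0 to 0.0211 FPKM per library. Myh6, the main myosin heavy chain of the adult mouse heart, had 1 fragment over all 8 libraries, and Myl2, Nppa, Mb and Csrp3 had none, so they were not detected at this depth. Tnnt2, cardiac troponin T, had a mean of 1.73 FPKM. The mRNAs of the EV marker proteins were present in both groups, with Pdcd6ip (Alix) at 82.2 ± 3.77 FPKM in sham and 82.6 ± 4.89 in IR, and Tsg101 at 25.6 ± 1.82 and 25.3 ± 1.19. For Cd9 the levels were 20.8 ± 6.38 and 15.1 ± 3.11 FPKM, a log2 fold change of -0.35 with an adjusted p of 0.557 from edgeR.

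**Figure D1:**
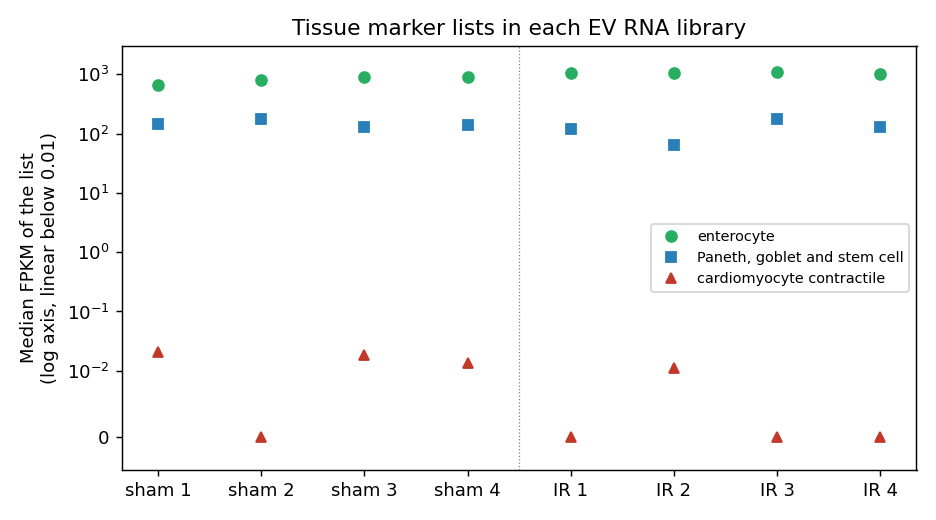
Median FPKM of 23 enterocyte genes, of 19 genes of Paneth, goblet and stem cells of the intestine and of 15 contractile cardiomyocyte genes in each of the 4 sham and 4 IR libraries, 1 point per library, on a log axis that is linear below 0.01. The enterocyte medians run from 663 to 1085 FPKM and the contractile medians from 0 to 0.0211 FPKM.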

Next, we detected the alteration of lncRNAs in the EVs from mice post‐myocardial IR injury and the mice with the sham operation. 

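Among the lncRNAs, uc009qri.1, at the BC031353 locus on chromosome 9 from 74952884 to 75032468, was 0.734 ± 0.0764 FPKM in sham and 1.82 ± 0.312 in IR. This is a log2 fold change of 1.41 (standard error 0.20), and its adjusted p of 0.277 from edgeR was the smallest of the 3088 tested. uc008mrh.1, a transcript of the Polr3f locus, was 0.239 ± 0.147 FPKM in sham and 1.09 ± 0.209 in IR (log2 fold change 2.32, adjusted p = 0.366 from edgeR). Of the lncRNAs with lower values in IR, NR_037589 at the Rbm7 locus had a log2 fold change of -1.51 (adjusted p = 0.405 from edgeR) and uc007cyp.1 at the Ivns1abp locus went from 47.9 ± 12.3 to 25.7 ± 4.30 FPKM, a log2 fold change of -0.81. ENSMUST00000184347 had no fragment in any sham library and was at 3.51 to 11.8 FPKM in the IR libraries, from at most 21 fragments. The lncRNAs that Table S4 lists were chosen by the paper on these samples, so their direction is not independent evidence. All 39 upregulated and all 34 downregulated lncRNAs of Table S4 had a ratio of group means in the listed direction, though it was under 2 for 12 and 22 of them. Of these, 35 and 29 were abundant enough to be tested, with median log2 fold changes of 1.14 and -0.73. In camera, a test of a list against the other lncRNAs, both lists passed (p = 2.50e-38 and p = 1.42e-23), also with an estimated correlation (p = 0.00067 and p = 0.000868). At the thresholds edgeR called 0 lncRNAs higher and 0 lower, with 218 of 3088 (7.06%) at an unadjusted p under 0.05, of which 55 higher and 25 lower had a fold change over 2. DESeq2 on the same fragments, chosen after the data were seen, called 12 higher and 3 lower, and limma on log2(FPKM + 0.1), added after the files were seen, called ENSMUST00000184347. Of the 80 lncRNAs at an unadjusted p under 0.05 with a fold change over 2, 24 are in Table S4.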

A total of 73 significantly differentially expressed lncRNAs, including 34 downregulated and 39 upregulated lncRNAs, were identified in the IR group (IR‐EVs) compared with the sham group (S‐EVs). 

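Among the lncRNAs whose 4 IR values all lay on one side of the 4 sham values, AK143604 was at 0.833 ± 0.197 FPKM in sham and 2.17 ± 0.674 in IR. ENSMUST00000144105 was at 0.317 ± 0.0831 and 0.735 ± 0.0561 FPKM. Lower in every IR library were uc008bwh.1 at the Akap8 locus, 5.51 ± 0.406 in sham and 3.46 ± 0.873 in IR, uc008rui.2 at the Rabggtb locus, 2.56 ± 0.135 and 1.56 ± 0.246, and AK030286, 2.75 ± 0.307 and 1.79 ± 0.129. Such a separation gives an exact permutation p of 0.0286, the smallest that 4 mice against 4 allow, and none of these lncRNAs passed the adjusted threshold in edgeR. Of them, DESeq2, chosen after the data were seen, called AK143604 (adjusted p = 0.00709) and ENSMUST00000144105 (adjusted p = 0.0397). The separation was seen for 149 lncRNAs, 4.83% of those tested, where chance gives 2.86%, and 60 of them lay above and 89 below the sham values. The balance between above and below depends on the scaling. In fragments scaled by TMM, counted after the data were seen, 95 lay above and 67 below, 5.25% in all. The lncRNAs are not independent and the share was not counted in other splits of the libraries, so an excess over chance was not tested. Across all lncRNAs the libraries correlated at r = 0.701 to 0.824 (Pearson's r of log2(FPKM + 0.1) across lncRNAs, which are not independent replicates). The mean r was 0.767 within groups and 0.755 between groups, and 2 of the 35 splits of the libraries into 4 and 4 gave a difference as large (exact permutation p = 0.0571). The sham 2 library had a mean r of 0.764 with the IR libraries and 0.771 with the other sham libraries.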

The heat map of the DE‐lncRNAs is presented in Figure 3A. Significantly up‐ and downregulated lncRNAs were shown as red and green dots on the scatter plot (Figure 3B). The top 10 DE‐lncRNAs are listed in Table S3. Among these DE‐lncRNAs, the upregulated lncRNAs were predominantly between 500 and 2000 nucleotides (nt) in length, and the downregulated lncRNAs were mainly between 2000 and 4000 nt in length (Figure 3C). 

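The largest ratio of IR to sham means in Table S3, 45.7, was that of TCONS_00010866 (chromosome 15 from 86194749 to 86195325, plus strand), and it came from IR 1 and IR 3, at 139 and 53.0 FPKM. TCONS_00010866 was at 2.98 FPKM in IR 2, 0.459 in IR 4 and at most 2.59 in the sham libraries (exact permutation p = 0.171), and its ratio was 17.6 without IR 1 and 86.5 without sham 3. ENSMUST00000098305 (chromosome 7 from 92734166 to 92741468, minus strand), with a ratio of 41.9, was at 5.19 and 5.62 FPKM in IR 2 and IR 4, at 0.085 and 0.0804 in IR 1 and IR 3, and at 0.0655 ± 0.0115 in sham. Its log2 fold change was 5.46 (standard error 1.50, adjusted p = 0.603 from edgeR), while DESeq2, chosen after the data were seen, gave an adjusted p of 0.00118. Without IR 4 its ratio was 27.2. uc029sug.1 has the same position as TCONS_00010866, so the 2 may share fragments; it had a ratio of 5.01 with 41.8, 9.02, 15.6 and 0.732 FPKM in IR 1 to IR 4 (exact permutation p = 0.257), and 2.52 without IR 1. TCONS_00025153, with a ratio of 5.11 (8.13 without sham 2), rests on 0 to 5 fragments per library and AK028038, with a ratio of 4.07, on 1 to 14, and both were below the minimum for the test. Among the lower lncRNAs the sham to IR ratio was 3.78 for TCONS_00006932 (0 to 7 fragments per library), 3.39 for AK041430, which was too low to be tested, 3.29 for TCONS_00013489 and 2.96 for NR_037589. NR_037589 was at 3.95 ± 1.05 FPKM in sham and 1.33 ± 0.763 in IR, with every IR value below every sham value (exact permutation p = 0.0286). TCONS_00013489 was at 4.38 ± 0.975 and 1.33 ± 1.03 FPKM, a log2 fold change of -1.68 with an adjusted p of 0.758 from edgeR. The paper chose these lncRNAs on the same libraries, so their direction is not independent evidence.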

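Of the 39 upregulated lncRNAs of Table S4, 46.2% were 500 to 2000 nt long and 35.9% were 2000 to 4000 nt long. Of the 34 downregulated lncRNAs, 32.4% were 500 to 2000 nt long and 47.1% were 2000 to 4000 nt long. The shortest class, up to 500 nt, held 12.8% of the upregulated and 17.6% of the downregulated lncRNAs. No difference in the split between both middle classes was detected between upregulated and downregulated lncRNAs (Fisher's exact test, two-sided, p = 0.299). Of all 3088 lncRNAs tested, 47.8% were 500 to 2000 nt long and 29.2% were 2000 to 4000 nt long. Among the lncRNAs at an unadjusted p under 0.05 with a fold change over 2, 43.6% of the 55 higher and 48.0% of the 25 lower were 500 to 2000 nt long, so the direction of the contrast was the opposite there (Fisher's exact test, p = 0.561).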

Most of the DE‐lncRNAs were identified as intergenic lncRNAs (Figure 3D). 

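Intergenic lncRNAs, which lie between annotated genes, made up 51 of the 73 lncRNAs of Table S4, or 69.9%. They were 29 of the 39 upregulated (74.4%) and 22 of the 34 downregulated lncRNAs (64.7%). Of the 64 Table S4 lncRNAs past the minimum of 0.5 FPKM, 68.8% were intergenic, against 34.4% of the other 3024 lncRNAs tested (Fisher's exact test, two-sided, odds ratio 4.2, p = 3.73e-08). Among the 80 lncRNAs at an unadjusted p under 0.05 with a fold change over 2 in edgeR, intergenic lncRNAs were 32.5%, against 35.2% of the others (odds ratio 0.887, Fisher's exact test, p = 0.722). The Table S4 lncRNAs were chosen by the paper on these libraries.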

The potential target genes of these DE‐lncRNAs are predicted according to the lncRNA cis‐regulatory mechanism and are presented in Table S4.

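Table S4 pairs 22 of its lncRNAs with a gene that they overlap or that lies nearby, and both members were measured in 17 pairs. The log2 fold changes of lncRNA and target had the same sign in 11 of the 17 pairs (64.7%, exact binomial test, two-sided, p = 0.332). Among the targets of upregulated lncRNAs were Cd200r1, an inhibitory receptor of myeloid cells, at 0.717 ± 0.136 FPKM in sham and 0.957 ± 0.213 in IR, and Fam214a at 1.24 ± 0.305 and 1.84 ± 1.08. Ivns1abp, a target shared by uc007cyp.1 and TCONS_00000487, was at 108 ± 30.1 and 78.2 ± 13.8 FPKM (log2 fold change -0.36, adjusted p = 0.557 from edgeR). Slc3a2, a subunit of amino acid transporters, was at 121 ± 22.4 and 117 ± 8.65 FPKM beside a lower lncRNA. Rab30, given as the target of ENSMUST00000098305, was at 26.8 ± 10.3 FPKM in sham and 31.8 ± 27.4 in IR (log2 fold change 0.40, adjusted p = 0.842 from edgeR), with the direction depending on IR 2 (log2 fold change -0.49 without it). Of 18 measured targets 0 passed the thresholds in edgeR, 1 (Pde7a) had an unadjusted p under 0.05, and DESeq2 called 0. With limma on log2(FPKM + 1), or without sham 2 or IR 4, 13 pairs had the same sign (exact binomial p = 0.049). As uc007cyp.1 and TCONS_00000487 share the target Ivns1abp, the pairs are not all independent, which the binomial test assumes. Some of the lncRNAs overlap an exon of their target on the same strand, such as uc007cyp.1 (same sign as Ivns1abp) and NR_037589 (opposite sign to Rbm7). Such a lncRNA and its target may share fragments, which was not tested, so a shared sign need not mean regulation.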

**FIGURE 3:**
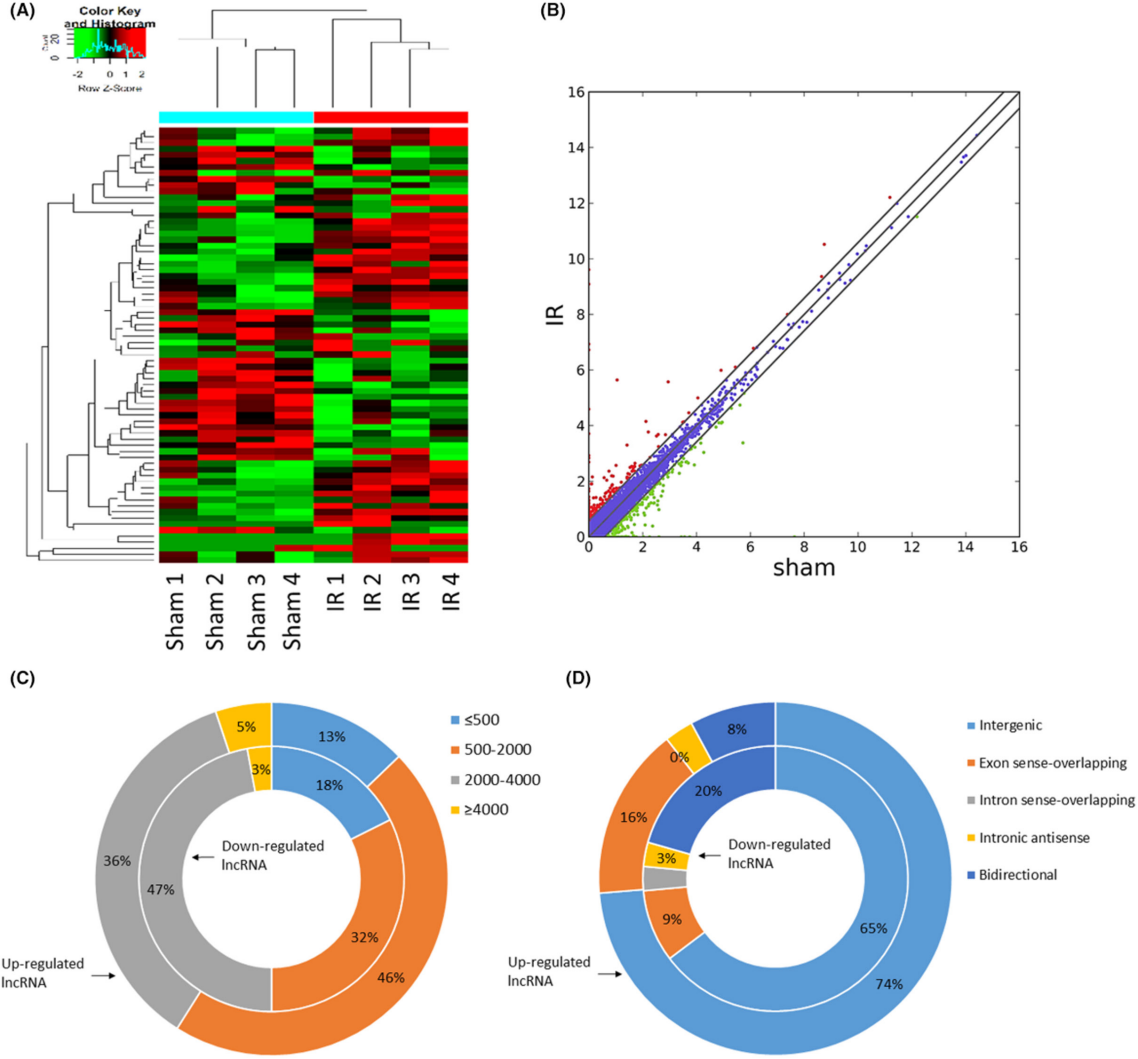
Differential expression of lncRNAs in EVs between the sham and IR groups. (A) Clustered heat map of the DE‐lncRNAs. (B) Scatter plot of the DE‐lncRNAs. Significantly up‐and downregulated lncRNAs are shown as red and green dots, respectively. (C) The distribution of DE‐lncRNAs based on the length of nuclear acids. (D) The distribution of DE‐lncRNAs based on their categories. The inner rings in (C, D) exhibit downregulated lncRNAs, and the outer rings in (C, D) exhibit upregulated lncRNAs.

In addition to the lncRNA expression profile, we also explored the mRNA expressions in these EVs. A total of 721 significant DE‐mRNAs were identified in the present study. Among these DE‐mRNAs, 404 mRNAs were downregulated and 317 mRNAs were upregulated in the IR‐EVs compared with the S‐EVs. 

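The mRNA with the smallest p was Trp53inp1, a p53 target that acts in stress responses and autophagy (chromosome 4 from 11156431 to 11174379, plus strand), at 12.3 ± 1.01 FPKM in sham, where sham 2 was highest at 13.8, and 27.1 ± 9.71 in IR. This is a log2 fold change of 1.21 (standard error 0.18, adjusted p = 0.439 from edgeR), and every IR library lay above every sham library (exact permutation p = 0.0286). As the gene was picked for its small p, this exact p is no separate support. Genes of lymphocytes were among the others with higher values in every IR library, such as Ccl5, a chemokine that attracts T cells, at 20.3 ± 9.01 FPKM in sham and 66.8 ± 28.6 in IR. Also higher were Cd244, a receptor of natural killer (NK) cells, at 2.01 ± 0.559 and 4.26 ± 0.637, and Ikzf2, a transcription factor of T cells, at 0.623 ± 0.262 and 1.81 ± 0.480. Eaf2, Ctla2b, Cmah, Cd101 and St8sia4 were also higher in every IR library, with log2 fold changes of 1.65, 1.80, 1.33, 1.23 and 0.71, as was Fcgrt, the neonatal Fc receptor, at 36.9 ± 6.22 and 52.3 ± 10.1 FPKM. Lower in every IR library was Rpl7a, a protein of the large ribosomal subunit, at 130 ± 27.7 FPKM in sham and 61.5 ± 11.9 in IR (log2 fold change -1.0, standard error 0.17). Slc1a1, a transporter of glutamate, was at 14.8 ± 2.54 and 8.07 ± 0.859 (log2 fold change -0.83). The potassium channel gene Kcnq1 was at 11.1 ± 1.82 and 6.14 ± 1.02 FPKM, Kdsr, an enzyme of sphingolipid synthesis, at 7.39 ± 0.780 and 4.64 ± 0.201, and Ascl2, a transcription factor of intestinal stem cells, at 1.05 ± 0.269 and 0.367 ± 0.0424. Mgat4c had a log2 fold change of -2.09 and Gm21685 one of -2.13, with IR 1 highest of its IR libraries at 0.641 FPKM. At the thresholds edgeR called 0 mRNAs higher and 0 lower of 12716, with 1237 (9.73%) at an unadjusted p under 0.05, of which 151 higher and 60 lower had a fold change over 2. DESeq2, chosen after the data were seen, called 31 higher and 9 lower, among them Trp53inp1 (adjusted p = 2.83e-06), Ikzf2, Cd244, Ccl5, Mgat4c and Ascl2. Without sham 2 edgeR called 3 higher (Ighg2c, Cmah and Ppp1r16b) and 1 lower (Ddah1), and the counts at an unadjusted p were 356 and 103.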

The heat map showed the mRNA expressions between IR‐EVs and S‐EVs (Figure 4A). 

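In 667 of the 12716 mRNAs (5.25%, where chance gives 2.86%) the 4 IR values all lay on one side of the 4 sham values, above them in 111 and below them in 556. This balance depends on the scaling. In fragments scaled by TMM, counted after the data were seen, it was 299 above and 343 below, 5.05% in all. The mRNAs are not independent and the share was not counted in other splits of the libraries, so an excess over chance was not tested. mt-Nd2, a subunit of complex I encoded by mitochondrial DNA, was above, at 670 ± 92.9 FPKM in sham, with sham 3 lowest at 532, and 958 ± 205 in IR. Clec9a, a receptor of dendritic cells, was also above, at 0.576 ± 0.147 and 1.33 ± 0.514 FPKM. Below were Ttr, a carrier of thyroid hormone and retinol, at 1.87 ± 0.617 and 0.834 ± 0.163 FPKM, Tk1, thymidine kinase, at 15.4 ± 5.70 and 9.81 ± 1.77, and Rfc3, a loader of the DNA replication clamp, at 10.2 ± 1.80 and 6.25 ± 0.511. None of these passed the adjusted threshold in edgeR. Across all mRNAs the libraries correlated at r = 0.948 to 0.986, with a mean of 0.970 within groups and 0.965 between groups. The difference of 0.00421 was reached by 3 of the 35 splits of the libraries (exact permutation p = 0.0857). Sham 2 had a mean r of 0.974 with the IR libraries and 0.966 with the other sham libraries.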

The scatter plot was presented comparing the two groups (Figure 4B). The top 10 DE‐mRNAs are listed in Table S5.

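Several genes of Table S5 with higher means in IR owed the ratio to single libraries. Bcmo1, the enzyme that cleaves beta-carotene to retinal, had a ratio of 15.0 and was at 28.5 FPKM in IR 2 and 0.608 to 2.82 in the other IR libraries (exact permutation p = 0.0857). Lars2, the mitochondrial leucyl-tRNA synthetase, had a ratio of 9.01 and was at 289 and 85.5 FPKM in IR 1 and IR 3, at 8.75 and 7.75 in IR 2 and IR 4, and at 10.8 ± 2.26 in sham (exact permutation p = 0.4). Hp, haptoglobin, had a ratio of 8.97 and was at 14.6 FPKM in IR 4 and at most 0.114 in the other IR libraries, so that its log2 fold change of 3.23 turned to -2.84 without IR 4. Mcpt1, a protease of mucosal mast cells, was at 0.129 ± 0.129 FPKM in sham and 1.16 ± 0.663 in IR, lowest in IR 4 at 0.199, and Xlr4c, with a ratio of 6.40, was highest in IR 3 at 2.39 FPKM. Among the genes with lower means, Defa2, a defensin of Paneth cells of the intestine, had a sham to IR ratio of 21.0 and was at 0.85, 11.0, 13.8 and 62.3 FPKM in sham 1 to sham 4 and 1.05 ± 1.04 in IR. Ddah1, which degrades an inhibitor of nitric oxide synthesis, had a ratio of 7.47 and was at 0.62 FPKM in sham 2 and 0.414 to 1.03 in the IR libraries. 5730507C01Rik had a ratio of 5.37 and was at 1.70 ± 0.410 and 0.316 ± 0.179 FPKM, with every IR value below every sham value (log2 fold change -2.36, adjusted p = 0.439 from edgeR). Hemt1 and Gm6710 had ratios of 6.42 and 6.25, which became 2.21 without sham 1 and 9.74 without IR 3. With 1 library left out, the ratio also became 3.35 for Bcmo1 (without IR 2), 3.14 for Lars2 (without IR 1) and 2.99 for Xlr4c (without IR 3). That of Mcpt1 became 16.8 (without sham 2), that of Hp 25.7 (without sham 1) and 0.0931 (without IR 4), and that of Defa2 8.16 (without sham 4) and 41.2 (without IR 3). None of these 10 genes passed in edgeR, and DESeq2, chosen after the data were seen, called Bcmo1, Mcpt1, Defa2, Ddah1 and 5730507C01Rik. The paper chose the 10 genes on these libraries, so their direction is not independent evidence.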

**FIGURE 4:**
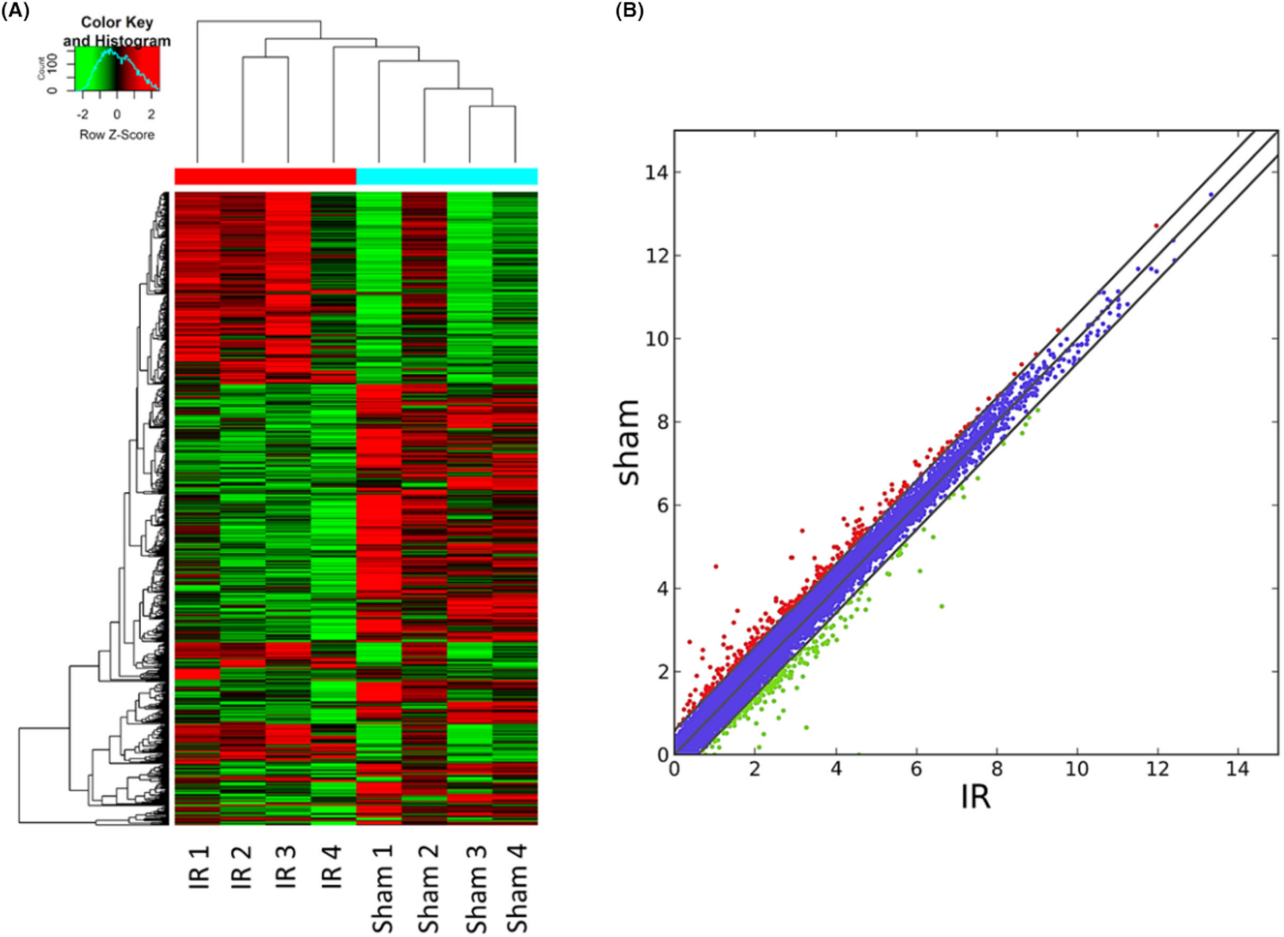
Differential expression of mRNAs in EVs between the sham and IR groups. (A) Clustered heat map of the DE‐mRNAs. (B) Scatter plot of the DE‐mRNAs. Significantly up‐ and downregulated mRNAs were shown as red and green dots, respectively.

### 3.4 Validation of the RNA sequencing data

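In the RNA-seq libraries, Alox5, the lipoxygenase that starts leukotriene synthesis, was at 0.658 ± 0.286 FPKM in sham and 1.28 ± 0.224 in IR, with every IR value above every sham value (exact permutation p = 0.0286). Its log2 fold change was 0.98 (standard error 0.39, adjusted p = 0.480 from edgeR). Hmox1, heme oxygenase 1, was at 1.78 ± 1.29 and 3.11 ± 2.18 FPKM, a difference within the spread of the mice (exact permutation p = 0.371). Socs3, an inhibitor of cytokine signalling, was at 18.0 ± 5.27 FPKM in sham and 10.7 ± 5.41 in IR, and Nos2, the inducible nitric oxide synthase, at 3.08 ± 2.07 and 1.08 ± 0.883 (exact permutation p = 0.114 for each). Among the lncRNAs, AK138493 was at 0.815 ± 0.326 and 1.35 ± 0.598 FPKM (log2 fold change 0.83, exact permutation p = 0.171). NR_045042 was at 2.22 ± 0.561 and 1.30 ± 0.408 FPKM, and NR_027923 at 2.24 ± 0.563 and 1.46 ± 0.330, with log2 fold changes of -0.68 and -0.53 (exact permutation p = 0.0857 for each). ENSMUST00000098305 separated the groups, but was high in IR 2 and IR 4 alone. The adjusted p from edgeR was 0.603 to 0.726 for the 4 lncRNAs and 0.480 to 0.627 for the 4 mRNAs. In a list of 12 genes of arachidonate and leukotriene synthesis, which holds Alox5 and Alox5ap, 11 log2 fold changes were positive, with a median of 0.21, and camera with its preset correlation gave an adjusted p of 0.00138 (p = 0.114 with an estimated correlation). Alox5ap, which presents arachidonate to Alox5, was at 1.19 ± 0.766 and 2.68 ± 0.732 FPKM.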

To confirm the differential expression of lncRNAs and mRNAs in the RNA‐seq data, we selected 4 DE‐lncRNAs (2 upregulated: AK138493 and ENSMUST00000098305) and 2 downregulated: (NR_045042 and NR_027923: Figures S1 A–D) and 4 DE‐mRNAs (2 upregulated: HMOX1 and Alox5 and 2 downregulated: SOCS3 and NOS2) (Figures S1 E–H). RT‐qPCR confirmed the significant differences in the expressions of all the selected RNAs between the two groups, which were consistent with the sequencing results.

### 3.5 GO analysis of the differentially expressed lncRNAs and mRNAs

The potential functions of the downregulated lncRNAs (Figure 5A) and upregulated lncRNAs (Figure 5B) were performed based on GO analysis of the target genes. GO analysis of the biological process suggested that the downregulated lncRNAs were primarily associated with the metabolic process (Figure 5A). 

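Among the genes that Table S4 gives as targets of downregulated lncRNAs are Etf1, the factor that ends translation at stop codons, and Rps29, a protein of the small ribosomal subunit. Etf1 was at 38.5 ± 6.42 FPKM in sham and 31.3 ± 4.22 in IR (log2 fold change -0.19, adjusted p = 0.570 from edgeR), beside a log2 fold change of -0.52 for its lncRNA AK030286. Rps29 was at 403 ± 50.9 and 314 ± 74 FPKM (log2 fold change -0.26, adjusted p = 0.549 from edgeR). Cct8, a subunit of the chaperonin that folds actin and tubulin, was at 59.2 ± 14.8 and 46.6 ± 7.55 FPKM.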

The upregulated lncRNAs were largely involved in the response to leukaemia inhibitory factors (Figure 5B). 

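Jarid2, a subunit of the Polycomb complex that methylates histone H3 (the ESC/E(Z) complex of GO), is the gene that Table S4 gives as the target of the upregulated lncRNA 2_00008059, which lies antisense in one of its introns. The lncRNA varied widely, from 24.1 to 882 FPKM in sham and from 83.8 to 3211 in IR, with a log2 fold change of 1.91 (adjusted p = 0.794 from edgeR), which was 1.15 without IR 1 and 2.52 without sham 4. Jarid2 was at 19.1 ± 2.29 FPKM in sham and 18.7 ± 2.98 in IR. The log2 fold change of Jarid2 was 0.10 (adjusted p = 0.767 from edgeR), and -0.03 with limma on log2(FPKM + 1), so any difference lay within the spread of the mice.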

GO cell component terms of the down‐ and upregulated lncRNAs were significantly enriched in the cytosol and ESC/E(Z) complex, respectively (Figures 5A,B). Molecular function GO analysis indicated that the down‐ and upregulated lncRNAs were mostly associated with RNA binding and phosphodiesterase activity, respectively (Figures 5A,B).

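Pde7a, a phosphodiesterase that hydrolyses cAMP and the target of the upregulated lncRNA AK014131, was at 9.56 ± 1.68 FPKM in sham and 11.0 ± 1.29 in IR. Its log2 fold change was 0.32 (adjusted p = 0.467 from edgeR), with 1.15 for AK014131. Rbm7, an RNA-binding protein of the nuclear exosome and the target of the downregulated lncRNA NR_037589, was at 11.8 ± 2.06 and 12.5 ± 1.77 FPKM (log2 fold change 0.19, adjusted p = 0.613 from edgeR), so lncRNA and target had opposite signs.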

**FIGURE 5:**
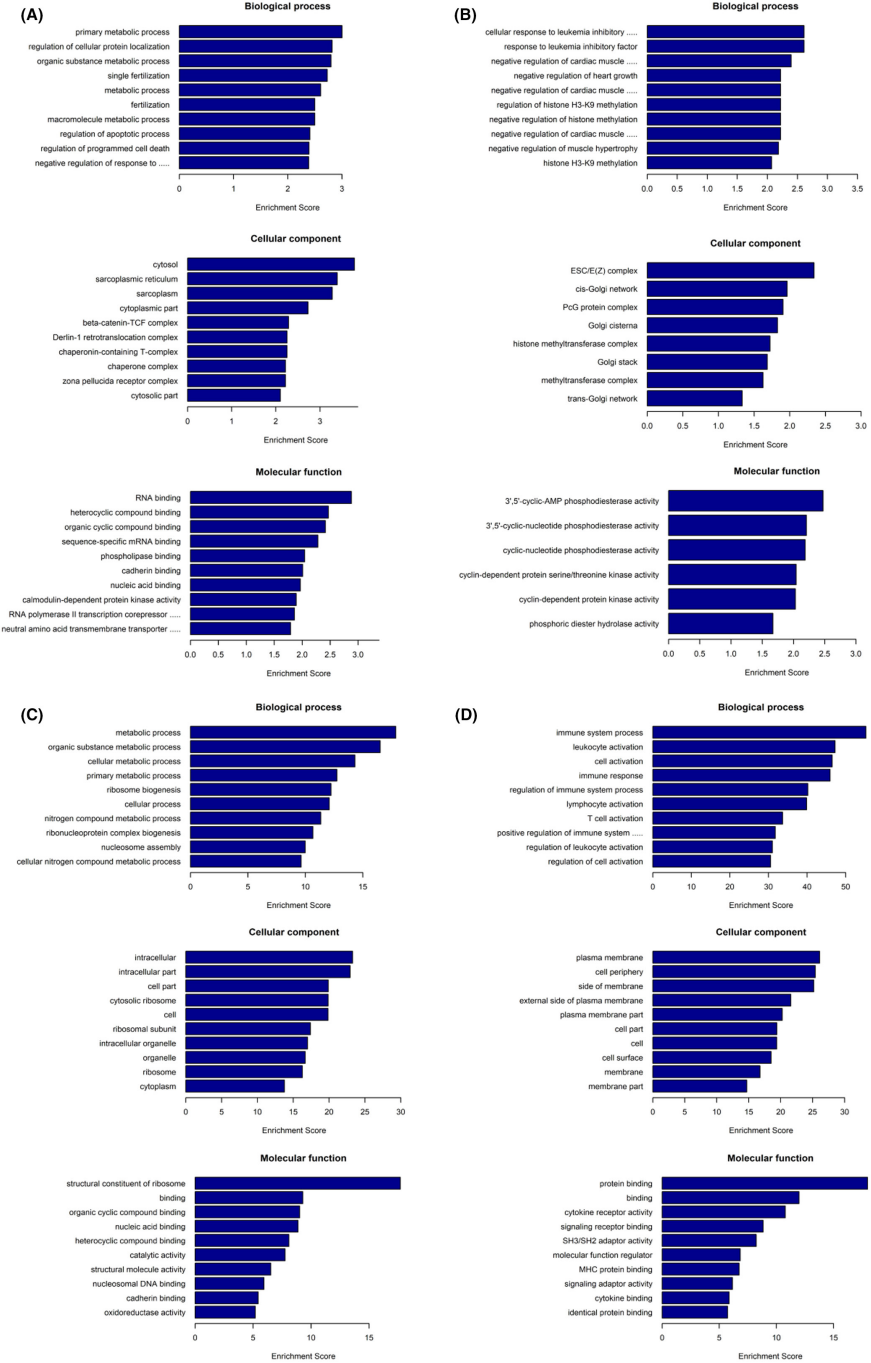
Predicted functions of the differentially expressed lncRNAs and mRNAs. GO analysis including biological process, cell component, and molecular function of (A) the downregulated lncRNAs, (B) the upregulated lncRNAs, (C) the downregulated mRNAs, and (D) the upregulated mRNAs.

From the GO enrichment results of DE‐mRNAs in Figures 5C,D, we found that the downregulated mRNAs were mainly related to the metabolic process (Figure 5C). 

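None of the groups of energy metabolism genes passed the test for a shift in either direction. Of 76 nuclear-encoded genes of oxidative phosphorylation the median log2 fold change was 0.03 (camera with its preset correlation, adjusted p = 0.356), and that of the 12 mitochondrially encoded mRNAs was 0.15 (adjusted p = 0.407). With limma on log2(FPKM + 1) the oxidative phosphorylation list was directed downwards (adjusted p = 0.750), and without sham 1 it passed upwards (adjusted p = 0.029), as did the mitochondrially encoded mRNAs without sham 4 (adjusted p = 0.0251) or IR 4 (0.0447), which turned down without sham 1 (0.779). The 23 genes of fatty acid oxidation had a median of 0.05 (adjusted p = 0.651) and the 18 genes of glycolysis one of -0.02 (adjusted p = 0.612). Acadl, the long-chain acyl-CoA dehydrogenase, was the member of the fatty acid list with the smallest p, at 107 ± 16.4 FPKM in sham and 68.2 ± 11.1 in IR (log2 fold change -0.52, adjusted p = 0.455 from edgeR), and it passed when adjusted over the list alone. The deposited GO term metabolic process held 335 tested genes with a median log2 fold change of -0.04 (camera p = 0.338, and p = 0.516 with an estimated correlation). At an unadjusted p under 0.05 with a fold change over 2 in edgeR, 2 of its genes were higher and 3 lower (one-sided Fisher's exact test for lower, p = 0.210). DESeq2 called 0 of them at the thresholds and had 1 lower at the adjusted p alone.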

The upregulated mRNAs were generally involved in the immune system process (Figure 5D). 

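Several groups of immune cell genes had higher values in IR, past the threshold in camera with its preset correlation, but none with an estimated correlation when adjusted over the 38 lists. In every library enterocyte genes were abundant and contractile cardiomyocyte genes near 0. The tissue from which the RNA of these immune genes came is therefore not settled. Of 18 T cell markers, 17 had positive log2 fold changes with a median of 1.12, among them Themis, which acts in T cell selection, at 0.830 ± 0.615 FPKM in sham and 2.56 ± 1.04 in IR. Of 26 genes of NK cell cytotoxicity all 26 were positive with a median of 0.85, and of 8 NK cell markers all 8 with a median of 1.04. Klrd1, a lectin-like receptor, was at 2.11 ± 0.790 and 5.11 ± 1.64 FPKM, Gzma, granzyme A, at 72.1 ± 46.9 and 143 ± 44.9, and Nkg7 at 4.91 ± 2.80 and 9.66 ± 3.46. In camera with its preset correlation the adjusted p was 2.46e-13 for T cell, 1.85e-16 for NK cytotoxicity and 1.24e-07 for NK cell genes, and with an estimated correlation p = 0.0609, p = 0.068 and p = 0.0576. The 26 chemokines and receptors (median 0.44, 23 positive) included Ccl21a, at 2.60 ± 1.56 and 6.28 ± 2.20 FPKM, and Cxcr3, a receptor of T cells, at 0.670 ± 0.312 and 1.35 ± 0.548 (adjusted p = 9.27e-07 preset, p = 0.157 with an estimated correlation). The 10 dendritic cell genes (median 0.77, adjusted p = 3.85e-06 preset, and with an estimated correlation 0.0957) included Cd74, the invariant chain of MHC class II, at 211 ± 113 and 394 ± 114 FPKM, and Cd209a, a lectin, at 0.275 ± 0.363 and 1.12 ± 0.268. The 17 macrophage and monocyte genes (median 0.43, adjusted p = 1.0e-04 preset, and with an estimated correlation 0.131) included Lyz2, lysozyme, at 29.8 ± 13.0 and 46.9 ± 17.8 FPKM, and Ccr2 at 0.699 ± 0.0987 and 1.53 ± 0.753. The 6 B cell genes (median 0.71, adjusted p = 0.00188 preset, and with an estimated correlation 0.145) included Cd79b, a part of the B cell receptor, at 1.62 ± 0.764, with sham 2 highest at 2.76, and 2.72 ± 1.04 FPKM. The 5 neutrophil genes had a median of -0.05 (adjusted p = 0.554) and the 2 tested mast cell genes, of which 1 was positive and 1 negative, one of 1.65 (adjusted p = 0.0556). The mast cell list passed without the filter (adjusted p = 0.00145), with the replicate block (0.00111), without IR 2 (0.0392) and without IR 4 (0.000531). At the thresholds edgeR called 0 genes of these lists, while 4 T cell, 2 NK cytotoxicity, 1 NK cell, 1 dendritic cell, 1 chemokine and 1 mast cell gene passed when adjusted over the list alone, and DESeq2 called Cd3g, Cd8a, Cd244, Klrd1, Ccl5 and Mcpt1. Of the 185 tested genes of the deposited GO term immune system process, 21 were higher and 0 lower at an unadjusted p under 0.05 with a fold change over 2 (one-sided Fisher's exact test for higher, p = 4.25e-15, not independent evidence of the paper's term, which came from the same libraries). The term had a median log2 fold change of 0.22 and did not pass in camera with an estimated correlation (p = 0.131). In the mean log2 deviation of the NK cell genes, sham 2 stood at 0.54 and IR 2 at -0.27, while the other sham libraries were at -0.19 to -1.25 and the other IR libraries at 0.50 to 0.92.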

The major GO cell component terms of the down‐ and upregulated mRNAs were intracellular part and plasma membrane, respectively (Figures 5C,D). 

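Of 2143 tested genes of the deposited GO term plasma membrane, 52 were higher and 8 lower in IR at an unadjusted p under 0.05 with a fold change over 2 in edgeR (one-sided Fisher's exact test for higher, p = 1.06e-07). Their median log2 fold change was 0.06 (camera, adjusted p = 0.00392, p = 0.0606 with an estimated correlation, and adjusted p = 0.0891 without sham 1). Membrane proteins with higher values included Cd37, a tetraspanin of B cells, at 1.53 ± 0.493 FPKM in sham and 2.87 ± 0.952 in IR, and Csf1r, the receptor of macrophage growth factor, at 9.42 ± 2.83 and 12.1 ± 2.42. The 584 genes of the GO term intracellular had a median log2 fold change of 0.0007, with 8 higher and 1 lower at the same unadjusted thresholds (camera, p = 0.552, and one-sided Fisher's exact test for lower, p = 0.941). At the thresholds of adjusted p and fold change edgeR called 0 genes of either term. DESeq2, chosen after the data were seen, called 4 of plasma membrane higher and, of intracellular, 2 higher and 1 lower. At the adjusted p alone DESeq2 had 11 higher and 5 lower of plasma membrane, and 4 higher and 1 lower of intracellular. The terms come from the annotation deposited with the tables and were tested after the data were seen. As the paper reports them for the same libraries, the Fisher p for plasma membrane is not independent evidence. Fisher's exact test also takes the genes as independent, which they are not.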

GO analysis of molecular function suggested that the down‐ and upregulated lncRNAs were chiefly associated with the structural constituent of ribosome and protein binding, respectively (Figures 5C,D).

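Genes of the GO term structural constituent of ribosome were lower in IR as a group, with a median log2 fold change of -0.26 over 178 tested genes. The camera test gave an adjusted p of 8.09e-17 with the preset correlation, and p = 0.0902 with an estimated correlation. Of 76 mitochondrial ribosomal proteins 63 had negative log2 fold changes (median -0.13, adjusted p = 0.000225, p = 0.415 with an estimated correlation, and adjusted p = 0.399 without sham 1). Mrpl23 was at 26.1 ± 1.34 FPKM in sham, highest in sham 1 at 28.1, and 16.8 ± 2.56 in IR, and Mrpl3 at 19.9 ± 3.86 and 13.9 ± 1.98. Of 53 genes of ribosome biogenesis all 53 were negative (median -0.30, adjusted p = 4.26e-12, and p = 0.160 with an estimated correlation). Utp15, which acts in the processing of ribosomal RNA, was at 4.76 ± 1.48 and 2.99 ± 0.658 FPKM, lowest in IR 2 at 2.02. None of these genes passed in edgeR, also when adjusted over the list alone, 10 of ribosome biogenesis and 5 mitochondrial ribosomal proteins were lower at an unadjusted p under 0.05, and DESeq2 called 0 of either list. The 3297 tested genes of the GO term protein binding had a median log2 fold change of 0.02 (camera, p = 0.173), with 51 higher and 7 lower at an unadjusted p under 0.05 with a fold change over 2 (one-sided Fisher's exact test for higher, p = 0.0189). The paper's term came from the same libraries, so this Fisher p is not independent evidence.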

### 3.6 KEGG pathway analysis of the differentially expressed lncRNAs and mRNAs

Pathway analysis of the differentially expressed lncRNAs and mRNAs is presented in Figure 6. The top 10 of the significantly downregulated pathways of lncRNAs are shown in Figure 6A. 

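Camk2b, the beta subunit of a calcium- and calmodulin-dependent protein kinase that acts in synaptic plasticity, is the gene that Table S4 gives as the target of the downregulated lncRNA uc007hxv.1, which lies antisense in one of its introns. Camk2b was at 4.35 ± 0.875 FPKM in sham and 4.52 ± 2.55 in IR, while uc007hxv.1 had a log2 fold change of -0.53. The log2 fold change of Camk2b was 0.08 (adjusted p = 0.963 from edgeR), and it turned to -0.35 without IR 2 and to -0.07 with limma on log2(FPKM + 1), so its direction was not fixed by these data.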

The top 3 pathways were glioma, long‐term potentiation, and amphetamine addiction. The significantly upregulated pathways were morphine addiction, lysosome, signalling pathways regulating pluripotency of stem cells, and purine metabolism (Figure 6B). 

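Of the targets of upregulated lncRNAs in Table S4, Laptm5, a lysosomal membrane protein of blood cells, was at 5.07 ± 3.54 FPKM in sham and 5.47 ± 2.08 in IR. Its log2 fold change was -0.07 (adjusted p = 0.974 from edgeR), and it turned to 0.50 without sham 2 and to 0.20 with limma on log2(FPKM + 1). The lncRNA beside it, uc008uzu.1, which overlaps an exon on the same strand, had a log2 fold change of 1.00. Pde7a, an enzyme of purine nucleotide turnover, and Jarid2, a regulator of pluripotent cells, did not pass the adjusted threshold in edgeR or DESeq2 either.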

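All 79 cytosolic ribosomal protein mRNAs had lower values in IR, with a median log2 fold change of -0.42 and a median level of 245 FPKM in sham and 175 in IR. Examples are Rpl15 at 71.9 ± 15.6 FPKM in sham and 47.2 ± 8.94 in IR, Rps27 at 183 ± 16.6 and 115 ± 14.3, and Rps12 at 665 ± 136 and 390 ± 116. Of the 79, 58 were lower at an unadjusted p under 0.05, 1 when adjusted over the list alone and 0 at the thresholds over all genes in edgeR or DESeq2. At the adjusted p alone DESeq2 had 1 lower, Rpl7a, whose log2 fold change of -0.999664 fell just short of the fold criterion. Histones, whose genes the KEGG pathways of systemic lupus erythematosus and alcoholism share, were also lower in all 62 tested replication-dependent members, with a median of -0.47 and levels of 33.2 FPKM in sham and 19.9 in IR. Hist2h2aa1 was at 6.99 ± 2.03 and 2.62 ± 0.884 FPKM, Hist2h2aa2 at 21.6 ± 2.41 and 12.6 ± 2.31, and Hist1h2bq at 2.33 ± 0.570 and 1.10 ± 0.171. Of the histone genes, 7 were lower at an unadjusted p under 0.05, with 0 passing when adjusted over the list alone and 0 called by edgeR or DESeq2. At the adjusted p alone DESeq2 had 1 lower, Hist1h2bq, with a log2 fold change of -0.975. In camera with its preset correlation the adjusted p was 5.39e-38 for the ribosomal proteins and 1.63e-12 for the histones. With an estimated correlation neither passed (p = 0.0595 and p = 0.221). The deposited KEGG pathway ribosome had a median of -0.35 (127 genes, adjusted p = 2.24e-28, p = 0.0815 with an estimated correlation). That of systemic lupus erythematosus was -0.36 (98 genes, adjusted p = 0.000111, p = 0.402 with an estimated correlation), and it did not pass without sham 1 (adjusted p = 0.083) or without IR 2 (0.0628). That of alcoholism was -0.19 (137 genes, adjusted p = 3.13e-05, p = 0.160 with an estimated correlation). In their mean log2 deviation the ribosomal genes stood at 0.11 to 0.60 in the sham libraries, -0.23 in IR 1, -0.75 in IR 2, -0.28 in IR 3 and 0.16 in IR 4. The histones stood at 1.06, 0.46, -0.39 and -0.05 in sham 1 to sham 4 and at -0.08, -0.62, 0.02 and -0.41 in IR 1 to IR 4, so sham 3 and sham 4 lay within the range of the IR libraries. The lists were written from the pathways the paper reports for these samples, so their direction is not independent evidence.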

Regarding the pathway analysis of DE‐mRNAs, the top 10 significantly downregulated and upregulated pathways are shown in Figures 6C,D. The top 3 significantly downregulated pathways were ribosome, systemic lupus erythematosus, and alcoholism (Figure 6C). The top 3 significantly upregulated pathways included the T cell receptor signalling pathway, the intestinal immune network for IgA production, and primary immunodeficiency (Figure 6D).

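Of 92 genes of T cell receptor signalling 66 had positive log2 fold changes, with a median of 0.10. The higher ones included Ptpn6, a phosphatase that damps receptor signals, at 10.2 ± 2.27 FPKM in sham and 15.2 ± 1.84 in IR, and the CD3 and CD8 chains, which form and assist the receptor. Of 30 genes of the intestinal immune network for IgA production 28 were positive with a median of 0.74. H2-Ob, a regulator of peptide loading on MHC class II, was at 0.331 ± 0.140 FPKM, lowest in sham 1 at 0.123, and 0.730 ± 0.133 in IR. Itgb7, an integrin of gut-homing lymphocytes, was at 2.33 ± 1.56 and 4.84 ± 1.49, and Tnfrsf13b, a B cell receptor for survival factors, at 1.47 ± 0.788 and 3.19 ± 1.41. Of 27 genes of primary immunodeficiency 21 were positive with a median of 0.51. At an unadjusted p under 0.05 edgeR gave 21 higher and 3 lower genes of T cell receptor signalling, 8 higher of the IgA network and 9 higher of primary immunodeficiency. It called 0 of them at the thresholds, 2 of the IgA network and 0 of the others passed when adjusted over the list alone, and DESeq2 called 2, 1 and 2. In camera with its preset correlation the adjusted p was 1.25e-06, 4.49e-12 and 2.29e-09 in this order, and with an estimated correlation p = 0.0522, p = 0.0485 and p = 0.0546, of which none passed when adjusted over the 38 lists (adjusted p = 0.337). The lists were written from the pathways that the paper reports for these samples, so their direction is not independent evidence. The tissue from which the RNA of these genes came is not settled either, as enterocyte genes were abundant in every library. The T cell markers, written as a separate list, stood at a mean log2 deviation of 0.52 in sham 2 and -0.13 in IR 2, against -0.45 to -1.05 in the other sham libraries and 0.27 to 1.15 in the other IR libraries. The enterocyte genes were highest in IR 2, at a mean log2 deviation of 0.28. On this measure IR 3, at 0.0072, lay below sham 3 and sham 4, at 0.0154 and 0.0173.

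**Figure D2:**
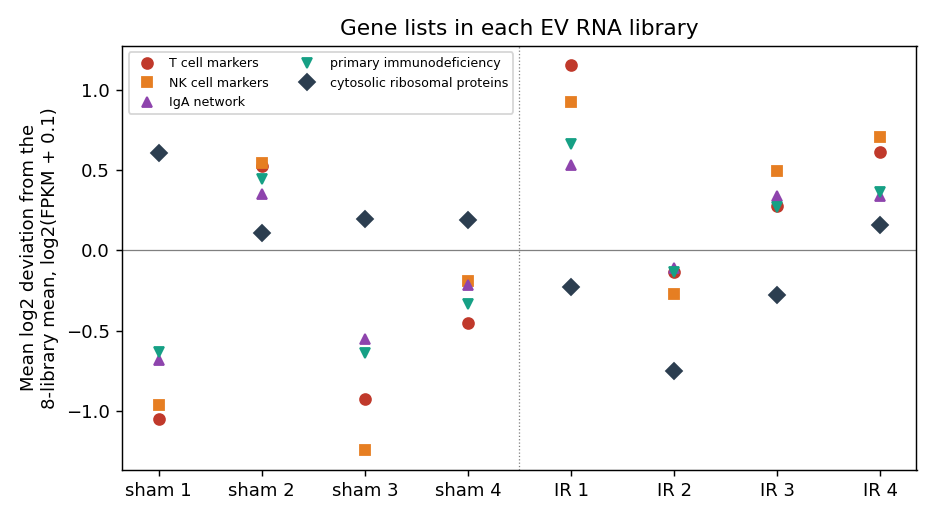
Mean log2 deviation of the T cell, NK cell, IgA network, primary immunodeficiency and cytosolic ribosomal protein lists from each gene's mean over the 8 libraries, 1 point per library, for 4 sham and 4 IR libraries. The T cell list lies at 0.52 in sham 2 and -0.13 in IR 2, and the ribosomal list is lowest in IR 2 at -0.75.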

**FIGURE 6:**
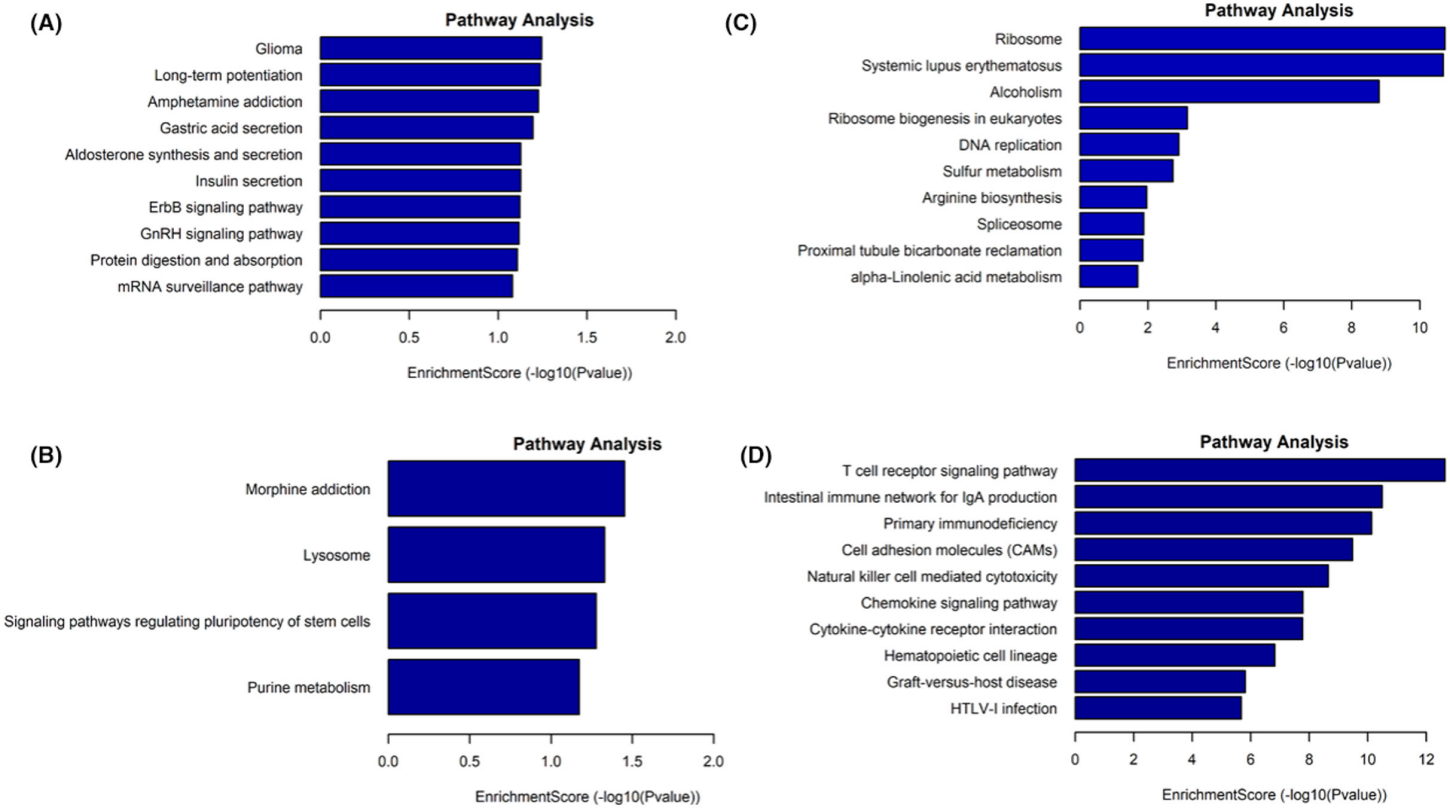
Predicted pathways of the differentially expressed lncRNAs and mRNAs. (A) Pathway analysis of the downregulated lncRNAs. (B) Pathway analysis of the upregulated lncRNAs. (C) Pathway analysis of the downregulated mRNAs. (D) Pathway analysis of the upregulated mRNAs.

### 3.7 The construction of lncRNA‐miRNA‐mRNA ceRNA network

LncRNA is known to play important roles in the development of various diseases as a kind of ceRNA. Given the significant potential of IR‐EV contents on the immune regulation pathways especially the T cell receptor signalling pathway as shown in Figure 6, we constructed a lncRNA‐miRNA‐mRNA ceRNA network (Figure 7). 

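All 18 coding genes of Figure 7 had a higher mean in IR, with a median log2 fold change of 1.16 (0.65 to 1.52) over the 17 that were abundant enough to be tested. Cd3g, a chain of the T cell receptor complex, was at 5.45 ± 1.48 FPKM in sham and 12.3 ± 3.89 in IR and was the 1 gene of the set whose groups did not overlap (exact permutation p = 0.0286). Its log2 fold change was 1.38 (standard error 0.32, adjusted p = 0.455 from edgeR). Cd3d and Cd3e, other chains of the complex, had log2 fold changes of 1.52 and 1.30, and Cd8a, the coreceptor of cytotoxic T cells, was at 4.50 ± 2.50 and 10.5 ± 3.85 FPKM. Lck, Lat, Prkcq, Rasgrp1, Pik3cd and Nfatc2, which carry the signal from the receptor, had log2 fold changes of 1.12, 1.34, 0.85, 0.65, 0.90 and 0.85. Of the adhesion molecules, Itga4, Selplg and Spn on leukocytes and Cldn4, a claudin of epithelial tight junctions, had log2 fold changes of 0.78, 1.24, 1.17 and 0.85, and Ptprc, the leukocyte marker CD45, was at 12.3 ± 5.87 and 22.5 ± 5.60 FPKM. Cd28 had 1.15 and Cd8b1 1.51 (1.07 without IR 1 and 3.05 without sham 2), and Icos, at 0.245 ± 0.204 and 0.610 ± 0.377 FPKM, was too low to be tested. In edgeR 15 of the 17 had an unadjusted p under 0.05 and 0 passed the thresholds (adjusted p = 0.455 to 0.563), while DESeq2 called Cd3g and Cd8a. Relative to the sham mean, 18 of the 18 genes were higher in sham 2, as in IR 1, IR 3 and IR 4, and 16 in IR 2, against 0, 1 and 7 in sham 1, sham 3 and sham 4. Without sham 2 all 17 had an unadjusted p under 0.05, with a median log2 fold change of 1.60. Sham 2 is the sham library with high values of these genes, so leaving it out widens the difference. With each library left out in turn, the unadjusted p from edgeR reached 0.272 for Rasgrp1, 0.249 for Cd8b1, 0.140 for Itga4 and 0.109 for Lck. It reached 0.0947 for Prkcq, 0.0935 for Cldn4, 0.0890 for Spn and 0.0584 for Lat, and stayed under 0.05 for the others. Of 41 leukocyte cell adhesion molecules, a list set by pathway, 38 were positive with a median of 0.45. At an unadjusted p under 0.05, 8 were higher and 1 lower, 0 passed when adjusted over the list alone, and DESeq2 called 1 (camera adjusted p = 1.81e-08 preset, p = 0.155 with an estimated correlation). The paper chose these genes on these libraries, so their direction is not independent evidence. From a network of predicted miRNA binding, built on genes of these pathways, the paper proposes that the lncRNAs may act with these mRNAs in cardiac IR injury. With enterocyte genes abundant and contractile cardiomyocyte genes near 0 in every library, the tissue from which these mRNAs came is not settled.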

Based on the DE genes (red hexagon in Figure 7) enriched in the T cell receptor signalling pathway and cell adhesion molecules, we obtained 90 mRNA‐miRNA pairs and 413 lncRNA‐miRNA pairs through binding sites analysis predicted by the TargetScan and Miranda databases. In the selected lncRNAs, there are 37 upregulated and 31 downregulated lncRNAs in IR‐EVs. The lncRNA‐miRNA‐mRNA ceRNA network suggested the possible functions of DE‐lncRNAs with mRNAs in the T cell receptor signalling pathway and cell adhesion molecules in the pathology of cardiac IR injury.

**FIGURE 7:**
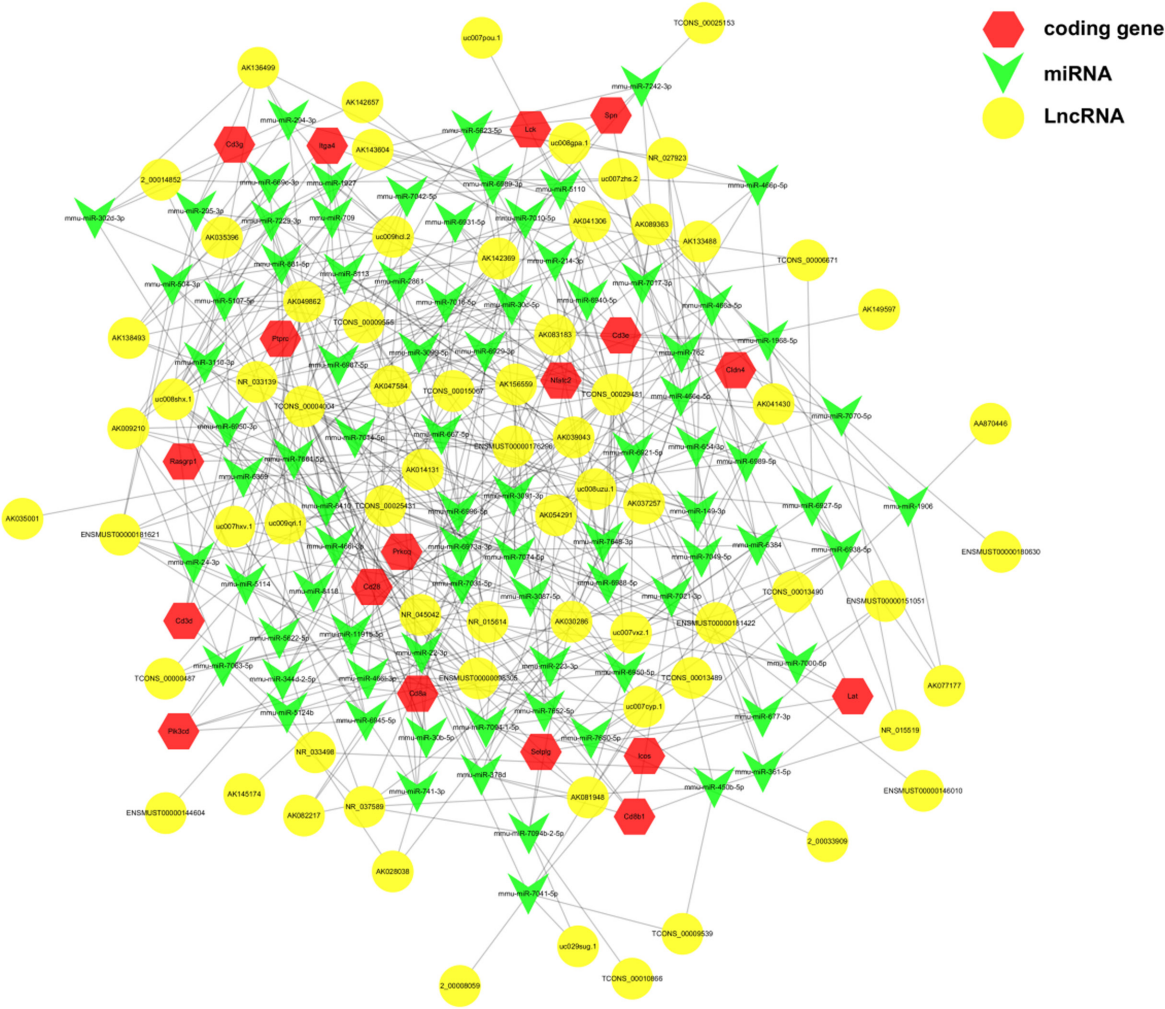
LncRNA‐miRNA‐mRNA ceRNA network based on the sequencing results. Each green arrow represents a miRNA which was core in the figure. Each yellow hexagon represents a lncRNA and each red hexagon represents an mRNA.

### 3.8 The correlation between the severity of IR injury and the DE‐lncRNAs

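ENSMUST00000146010 (chromosome 18 from 33794406 to 33796101, plus strand) was at 16.9 ± 4.51 FPKM in the 4 sham libraries and 10.7 ± 2.52 in the 4 IR libraries. This is a log2 fold change of -0.56 (standard error 0.24, adjusted p = 0.699 from edgeR), and the groups overlapped (exact permutation p = 0.0857). ENSMUST00000180630 (chromosome 8 from 84208815 to 84209609, plus strand) was at 5.26 ± 1.48 and 2.76 ± 0.590 FPKM, with every IR value below every sham value (exact permutation p = 0.0286). Its log2 fold change was -0.82 (standard error 0.29, adjusted p = 0.699 from edgeR), from 18 to 103 fragments per library. TCONS_00010866 rested on 676 fragments in IR 1 and 271 in IR 3, against 19 and 2 in IR 2 and IR 4 and 0 to 20 in the sham libraries (log2 fold change 5.55, standard error 1.76, adjusted p = 0.698 from edgeR). DESeq2 called none of these lncRNAs either. Enzyme and cardiac function values were not available here, so these group comparisons do not test the paper's correlations with the severity of injury.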

Next, to preliminarily evaluate the role of the DE‐lncRNAs in heart injury, we selected 5 DE‐lncRNAs from the top 10 highly expressed ones for further correlation analysis (Figure 8 and Table S6). Significant negative linear correlations were found between the expression of ENSMUST00000146010 and the levels of AST (R^2^ = 0.5198; *p* = 0.0186), LDH (R^2^ = 0.6037; *p* = 0.0082) and CK (R^2^ = 0.5429; *p* = 0.0151) (Figure 8A). A positive correlation between ENSMUST00000146010 expression and cardiac function determined by EF and FS is also shown in Figure 8B. ENSMUST00000180630 expression showed the similar correlation with these indexes including AST (R^2^ = 0.5742; *p* = 0.0111), LDH (R^2^ = 0.6854; *p* = 0.0031), CK (R^2^ = 0.8881; *p* < 0.0001), EF (R^2^ = 0.5932; *p* = 0.0091) and FS (R^2^ = 0.5676; *p* = 0.0119) (Figures 8C,D). In contrast, we found significant positive linear correlations between the expression of TCONS_00010866 and the severity of cardiac injury determined by AST (R^2^ = 0.5418; *p* = 0.0152), LDH (R^2^ = 0.6693; *p* = 0.0038), CK (R^2^ = 0.6861; *p* = 0.0031), EF (R^2^ = 0.6018; *p* = 0.0084) and FS (R^2^ = 0.5923; *p* = 0.0092) (Figures 8E,F). The statistical values of R^2^, *p* Values, and equations involved in the correlation analysis are concluded in Table S6.

**FIGURE 8:**
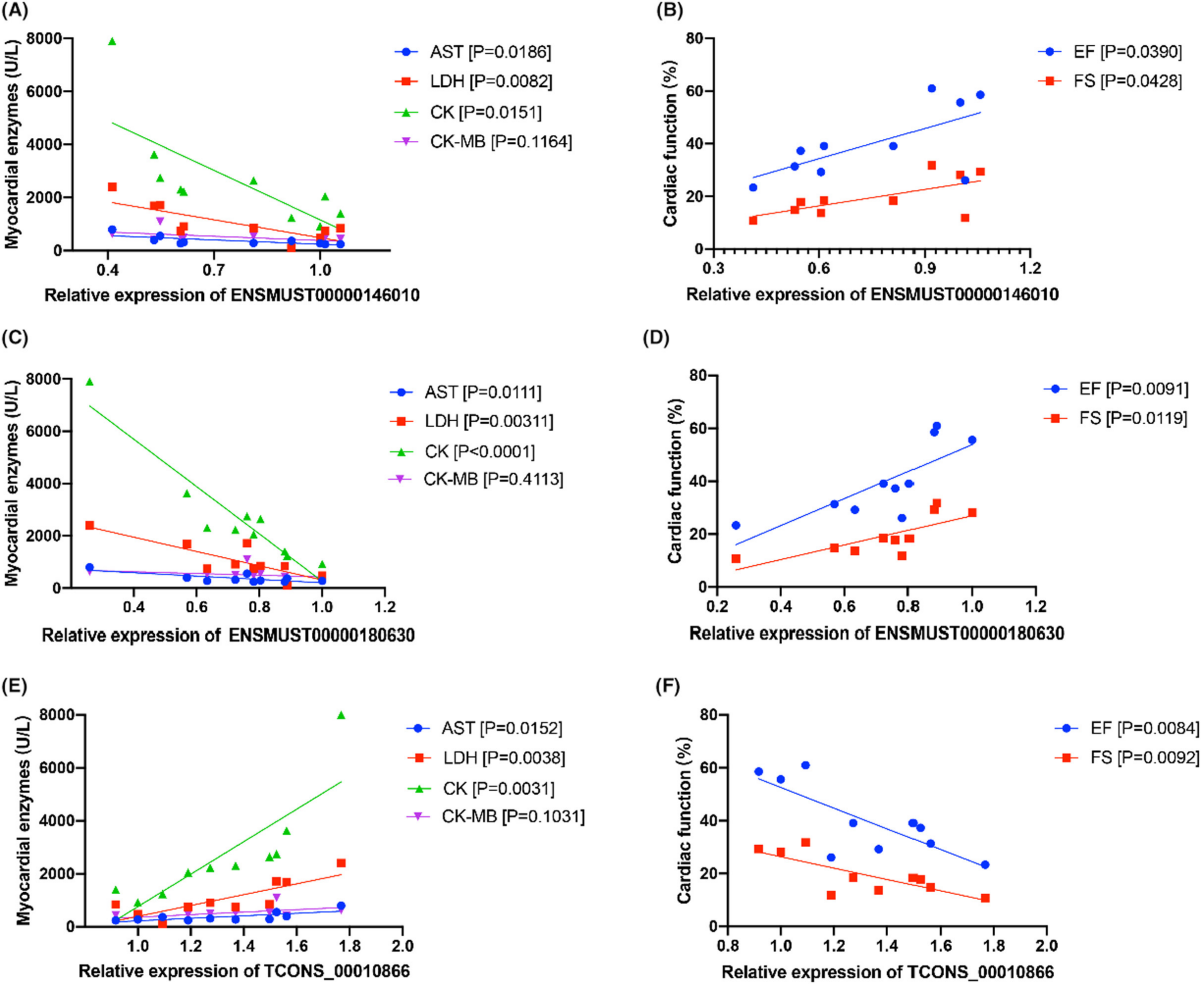
The correlation between the severity of IR injury and the DE‐lncRNAs. Linear correlations between the expression of ENSMUST00000146010 and (A) the release of myocardial enzymes and (B) cardiac function. Linear correlations between the expression of ENSMUST00000180630 and (C) the release of myocardial enzymes and (D) cardiac function. Linear correlations between the expression of TCONS_00010866 and (E) the release of myocardial enzymes and (F) cardiac function.

## 4 DISCUSSION

Increasing evidence demonstrated the essential roles of EVs in the diagnosis, treatment, and pathological mechanism of cardiovascular diseases.^22^, ^23^ Little is known about the content and function of EVs from IR‐injured hearts. The present study identified the specific profile of lncRNAs and mRNAs in EVs derived from IR‐injured hearts and portrayed their potential functions and pathways. Interestingly, we found that the severity of IR injury was significantly correlated with the EV production in the injured heart and further identified significant correlations between the expression of 3 DE‐lncRNAs and the severity of IR injury. These results indicated the potential fundamental roles of the IR‐EVs and their lncRNAs cargo in the pathologic process of IR injury.

To determine the role of EVs in the pathogenesis and development of ischemic heart diseases, previous studies largely focused on the function of EVs/exosomes from mouse/ human blood. Myocardial infarction‐induced EVs were reported to allow a systemic response to cardiac injury by mobilizing bone marrow progenitor cells.^24^ Circulating EVs are derived from different organs/tissues in our body. Recent study revealed that intra‐cardiac EVs can trigger the inflammatory responses in monocyte in vitro.^25^ Our previous study found that IR increased the EV release in murine hearts.^10^ In addition, these IR‐EVs contribute to local and systemic inflammation.^11^ In the present study，we obtained EVs from IR‐injured heart and further revealed a significant correlation between EV quantity and the severity of IR injury, suggesting that cardiac EVs enriched lncRNA and mRNA may represent important players which contribute to cardiac IR injury.

A recent study reported that lncRNAs were actively secreted into the circulation during cardiac remodelling.^26^ Regulation of unique lncRNA molecules can attenuate hypoxia‐induced injury in cardiomyocytes,^27^ attenuate cardiac fibrosis^28^, ^29^ and regulate cardiomyocyte proliferation and cardiac repair.^30^ Therefore, lncRNAs are considered to serve as novel clinical biomarkers and targets for therapeutic drug development. Further studies highlighted the role of EVs as RNAs or protein vehicles mediating the initiation and progression of cardiac diseases. LncRNA‐enriched vesicles produced by hypoxic cardiomyocytes trigger cardiac fibrosis.^31^ In addition, atorvastatin enhanced the therapeutic efficacy of mesenchymal stem cell‐derived exosomes in acute myocardial infarction by upregulating LncRNA H19.^32^ In the present study, we identified a total of 73 DE‐lncRNAs and 721 DE‐mRNAs in EVs post‐IR injury. GO analysis of biological processes suggested the involvement of significantly altered RNAs in the metabolic processes and immune system processes. Cell metabolism and the immune response are vital processes in IR injury. Myocardial IR can cause enhanced fatty acid oxidation, impaired pyruvate oxidation, and accelerated anaerobic glycolysis.^33^, ^34^ These metabolic alterations directly influence tissue inflammation, integrity, and cell survival. In addition, targeting metabolic events is reported to be a promising strategy to reduce IR injury.^35^ We recently reported the role of IR‐EVs and their cargo miR155‐5p in macrophages polarization and cardiac injury post‐IR.^11^ The present results suggested that IR induced cardiac EVs may also regulate the metabolic and inflammatory responses in the injured heart through the differentially expressed lncRNAs.

KEGG pathway analysis of the DE‐lncRNAs/mRNAs revealed some important signalling pathways, which helped to elucidate the possible mechanisms. For example, in the downregulated lncRNA‐predicted pathways, neuregulin/ErbB signalling is essential for normal cardiac development and participants in hypertrophic growth and survival of embryonic, postnatal, and adult ventricular myocytes.^36^, ^37^, ^38^ Recent studies confirmed that hypoxia‐inducible factor 2a induced high expression of ErbB1 protected the heart from IR injury.^39^ Remote ischemic preconditioning can protect the heart against IR injury through activation of NRG‐1/ErbB3 signalling.^40^ In the downregulated lncRNA predicted pathways, purine metabolism signalling plays an important role in cardiovascular diseases. Purines participate in heart activities and vagal cardiovascular reflexes and act on purinoceptors of different kinds of cells.^41^ Moreover, a clinical study identified the association between right ventricular‐pulmonary vascular dysfunction and purine metabolites in pulmonary hypertension patients.^42^ The DE‐mRNA predicted pathways (e.g., T cell receptor signalling pathway, cell adhesion molecules, and chemokine signalling pathway) are known to participate in heart injury and repair. T cells play crucial roles in heart repair and function during cardiac injury.^43^ CD4^+^ T cells produce various cytokines/chemokines that participate in the immune response and cardiac remodelling post‐IR injury.^44^, ^45^ Various chemokines are upregulated after IR as a result of cardiac damage and immune activation. Data from animal experiments underlined a cardioprotective effect of monocyte chemoattractant protein‐1/chemokine (C‐C motif) ligand 2 (MCP‐1/CCL2) inhibitor treatment on IR‐injured mice.^46^ MCP‐1 knockout protected the mice from adverse myocardial infarction remodelling.^47^ Therefore, IR‐EVs may participate in IR injury by transferring their mRNA cargo and regulating these pathways in target cells. Further studies are still needed to explore the specific mechanism of these DE‐lncRNAs/mRNAs in IR injury.

It has been demonstrated that miRNA‐mediated crosstalk between mRNAs and lncRNAs is well‐organized as a lncRNA‐miRNA‐mRNA ceRNA network in various biological processes. LncRNAs, serving as miRNA sponges, play important roles in heart diseases.^48^ Previous studies confirmed the vital roles of T cells in heart injury and repair.^49^ Given the significant potential of EV cargos on the immune regulation pathway especially the T cell receptor signalling pathway and cell adhesion molecules, we constructed a lncRNA‐miRNA‐mRNA ceRNA network to elucidate the role of cardiac EV‐delivered lncRNAs on T cells regulation and cell adhesion. Although further explorations were needed to confirm these functions in vivo, the lncRNA‐miRNA‐mRNA network provides the possible novel targets for the mechanism investigation of cardiac IR injury.

Previous studies have confirmed the use of exosomal lncRNAs as biomarkers for cancers.^50^, ^51^ In the present study, we validated several DE‐lncRNAs in IR‐EVs and found their correlation with the severity of IR injury. The significant correlations indicated the importance of these DE‐lncRNAs in IR injury and the potential of the IR‐EVs content and DE‐lncRNAs and mRNA in EVs as biomarkers to predict IR injury. Further studies are warranted to explore the specific mechanism and disclose how these DE‐lncRNAs and mRNA are involved in cardiac IR injury. For translational application, further explorations to confirm the expressions of the differential expressed lncRNAs in EVs derived from peripheral blood and their associations with the severity of IR injury in patient cohorts are needed. Besides, cardiac EVs are released by different cell types, such as cardiomyocytes, endothelial cells, and fibroblasts. Our previous study found an increased release of cardiomyocyte‐derived (CX43^+^) and endothelium‐derived (CD106^+^) EVs in the IR‐injured heart. However, how EVs with different origins exert their functions during IR injury need further exploration.

## 5 CONCLUSION

The present study for the first time identified the lncRNA and mRNA profiles of IR‐induced EVs in the heart and disclosed the correlations between the severity of IR injury and the number of EVs and the DE‐lncRNAs in IR‐EVs. GO and pathway analysis of the DE‐lncRNAs and DE‐mRNAs indicated diverse roles of cardiac EVs in the pathological process of IR injury. Therefore, IR‐EVs and the identified DE‐lncRNAs may contribute to cardiac injury and serve as novel biomarkers for injury assessment.

## AUTHOR CONTRIBUTIONS

**Xinyu Ge:** Data curation (lead); formal analysis (lead); investigation (lead); writing – original draft (lead). **Qingshu Meng:** Investigation (equal); methodology (equal); resources (equal). **Xuan Liu:** Investigation (equal); methodology (equal); resources (equal). **Jing Liu:** Investigation (equal); methodology (supporting). **Xiaoxue Ma:** Investigation (supporting); methodology (supporting); resources (supporting). **Shanshan Shi:** Investigation (supporting); methodology (supporting). **Mimi Li:** Investigation (supporting); methodology (supporting); resources (supporting). **Fang Lin:** Methodology (supporting); resources (supporting). **Xiaoting Liang:** Formal analysis (supporting); resources (supporting). **Xin Gong:** Investigation (supporting); methodology (supporting). **Zhong min Liu:** Project administration (supporting); resources (supporting). **Wei Han:** Supervision (equal). **Xiaohui Zhou:** Conceptualization (lead); funding acquisition (lead); project administration (lead); supervision (lead); writing – review and editing (lead).

## CONFLICT OF INTEREST

The authors have no conflict of interest.

## Supporting information

AppendixS1

## Data Availability

The datasets generated for this study can be found in the Gene expression Omnibus, accession GSE189888.

## References

[1] Yellon DM , Hausenloy DJ . Myocardial reperfusion injury. N Engl J Med. 2007;357(11):1121‐1135.1785567310.1056/NEJMra071667

[2] Nieuwland R , Falcon‐Perez JM , Soekmadji C , Boilard E , Carter D , Buzas EI . Essentials of extracellular vesicles: posters on basic and clinical aspects of extracellular vesicles. J Extracell Vesicles. 2018;7(1):1548234.3053320510.1080/20013078.2018.1548234PMC6282440

[3] Tkach M , Thery C . Communication by extracellular vesicles: where we are and where we need to go. Cell. 2016;164(6):1226‐1232.2696728810.1016/j.cell.2016.01.043

[4] Cabral J , Ryan AE , Griffin MD , Ritter T . Extracellular vesicles as modulators of wound healing. Adv Drug Deliv Rev. 2018;129:394‐406.2940818110.1016/j.addr.2018.01.018

[5] Todorova D , Simoncini S , Lacroix R , Sabatier F , Dignat‐George F . Extracellular vesicles in angiogenesis. Circ Res. 2017;120(10):1658‐1673.2849599610.1161/CIRCRESAHA.117.309681PMC5426696

[6] Maas SLN , Breakefield XO , Weaver AM . Extracellular vesicles: unique intercellular delivery vehicles. Trends Cell Biol. 2017;27(3):172‐188.2797957310.1016/j.tcb.2016.11.003PMC5318253

[7] Colombo M , Raposo G , Thery C . Biogenesis, secretion, and intercellular interactions of exosomes and other extracellular vesicles. Annu Rev Cell Dev Biol. 2014;30:255‐289.2528811410.1146/annurev-cellbio-101512-122326

[8] Abels ER , Breakefield XO . Introduction to extracellular vesicles: biogenesis, RNA cargo selection, content, release, and uptake. Cell Mol Neurobiol. 2016;36(3):301‐312.2705335110.1007/s10571-016-0366-zPMC5546313

[9] Crewe C , Joffin N , Rutkowski JM , et al. An endothelial‐to‐adipocyte extracellular vesicle axis governed by metabolic state. Cell. 2018;175(3):695‐708.e13.3029386510.1016/j.cell.2018.09.005PMC6195477

[10] Ge X , Meng Q , Zhuang R , et al. Circular RNA expression alterations in extracellular vesicles isolated from murine heart post ischemia/reperfusion injury. Int J Cardiol. 2019;296:136‐140.3146688510.1016/j.ijcard.2019.08.024

[11] Ge X , Meng Q , Wei L , et al. Myocardial ischemia‐reperfusion induced cardiac extracellular vesicles harbour proinflammatory features and aggravate heart injury. J Extracell Vesicles. 2021;10(4):e12072.3366493710.1002/jev2.12072PMC7902529

[12] Mercer TR , Dinger ME , Mattick JS . Long non‐coding RNAs: insights into functions. Nat Rev Genet. 2009;10(3):155‐159.1918892210.1038/nrg2521

[13] Han P , Li W , Lin CH , et al. A long noncoding RNA protects the heart from pathological hypertrophy. Nature. 2014;514(7520):102‐106.2511904510.1038/nature13596PMC4184960

[14] Huang Y . The novel regulatory role of lncRNA‐miRNA‐mRNA axis in cardiovascular diseases. J Cell Mol Med. 2018;22(12):5768‐5775.3018859510.1111/jcmm.13866PMC6237607

[15] Piccoli MT , Gupta SK , Viereck J , et al. Inhibition of the cardiac fibroblast‐enriched lncRNA Meg3 prevents cardiac fibrosis and diastolic dysfunction. Circ Res. 2017;121(5):575‐583.2863013510.1161/CIRCRESAHA.117.310624

[16] Liu CY , Zhang YH , Li RB , et al. LncRNA CAIF inhibits autophagy and attenuates myocardial infarction by blocking p53‐mediated myocardin transcription. Nat Commun. 2018;9(1):29.2929597610.1038/s41467-017-02280-yPMC5750208

[17] Li Z , Zhang Y , Ding N , et al. Inhibition of lncRNA XIST improves myocardial I/R injury by targeting miR‐133a through inhibition of autophagy and regulation of SOCS2. Mol Ther Nucleic Acids. 2019;18:764‐773.3173455710.1016/j.omtn.2019.10.004PMC6861669

[18] Shi H , Dong Z , Gao H . LncRNA TUG1 protects against cardiomyocyte ischaemia reperfusion injury by inhibiting HMGB1. Artif Cells Nanomed Biotechnol. 2019;47(1):3511‐3516.3143268810.1080/21691401.2018.1556214

[19] Su Q , Liu Y , Lv XW , et al. Inhibition of lncRNA TUG1 upregulates miR‐142‐3p to ameliorate myocardial injury during ischemia and reperfusion via targeting HMGB1‐ and Rac1‐induced autophagy. J Mol Cell Cardiol. 2019;133:12‐25.3114594310.1016/j.yjmcc.2019.05.021

[20] Lin F , Gong X , Yu P , et al. Distinct circulating expression profiles of long noncoding RNAs in heart failure patients with ischemic and nonischemic dilated cardiomyopathy. Front Genet. 2019;10:1116.3178117110.3389/fgene.2019.01116PMC6861296

[21] Viereck J , Thum T . Circulating noncoding RNAs as biomarkers of cardiovascular disease and injury. Circ Res. 2017;120(2):381‐399.2810477110.1161/CIRCRESAHA.116.308434

[22] Bellin G , Gardin C , Ferroni L , et al. Exosome in cardiovascular diseases: a complex world full of hope. Cell. 2019;8(2):166.10.3390/cells8020166PMC640697530781555

[23] Sluijter JPG , Davidson SM , Boulanger CM , et al. Extracellular vesicles in diagnostics and therapy of the ischaemic heart: position paper from the working group on cellular biology of the heart of the European Society of Cardiology. Cardiovasc Res. 2018;114(1):19‐34.2910654510.1093/cvr/cvx211PMC5852624

[24] Cheng M , Yang J , Zhao X , et al. Circulating myocardial microRNAs from infarcted hearts are carried in exosomes and mobilise bone marrow progenitor cells. Nat Commun. 2019;10(1):959.3081451810.1038/s41467-019-08895-7PMC6393447

[25] Loyer X , Zlatanova I , Devue C , et al. Intra‐cardiac release of extracellular vesicles shapes inflammation following myocardial infarction. Circ Res. 2018;123(1):100‐106.2959295710.1161/CIRCRESAHA.117.311326PMC6023578

[26] Kumarswamy R , Bauters C , Volkmann I , et al. Circulating long noncoding RNA, LIPCAR, predicts survival in patients with heart failure. Circ Res. 2014;114(10):1569‐1575.2466340210.1161/CIRCRESAHA.114.303915

[27] Huang Z , Ye B , Wang Z , et al. Inhibition of LncRNA‐HRIM increases cell viability by regulating autophagy levels during hypoxia/reoxygenation in myocytes. Cell Physiol Biochem. 2018;46(4):1341‐1351.2968956610.1159/000489149

[28] Zhang K , Zhang M , Yao Q , et al. The hepatocyte‐specifically expressed lnc‐HSER alleviates hepatic fibrosis by inhibiting hepatocyte apoptosis and epithelial‐mesenchymal transition. Theranostics. 2019;9(25):7566‐7582.3169578710.7150/thno.36942PMC6831459

[29] Liang H , Pan Z , Zhao X , et al. LncRNA PFL contributes to cardiac fibrosis by acting as a competing endogenous RNA of let‐7d. Theranostics. 2018;8(4):1180‐1194.2946400810.7150/thno.20846PMC5817119

[30] Ponnusamy M , Liu F , Zhang YH , et al. Long noncoding RNA CPR (Cardiomyocyte proliferation regulator) regulates Cardiomyocyte proliferation and cardiac repair. Circulation. 2019;139(23):2668‐2684.3083249510.1161/CIRCULATIONAHA.118.035832

[31] Kenneweg F , Bang C , Xiao K , et al. Long noncoding RNA‐enriched vesicles secreted by hypoxic Cardiomyocytes drive cardiac fibrosis. Mol Ther Nucleic Acids. 2019;18:363‐374.3163468210.1016/j.omtn.2019.09.003PMC6807307

[32] Huang P , Wang L , Li Q , et al. Atorvastatin enhances the therapeutic efficacy of mesenchymal stem cells derived exosomes in acute myocardial infarction via up‐regulating long non‐coding RNA H19. Cardiovasc Res. 2019;16(2):353‐367.10.1093/cvr/cvz139PMC820448231119268

[33] Turer AT , Stevens RD , Bain JR , et al. Metabolomic profiling reveals distinct patterns of myocardial substrate use in humans with coronary artery disease or left ventricular dysfunction during surgical ischemia/reperfusion. Circulation. 2009;119(13):1736‐1746.1930747510.1161/CIRCULATIONAHA.108.816116PMC2756963

[34] Frank A , Bonney M , Bonney S , Weitzel L , Koeppen M , Eckle T . Myocardial ischemia reperfusion injury: from basic science to clinical bedside. Semin Cardiothorac Vasc Anesth. 2012;16(3):123‐132.2236816610.1177/1089253211436350PMC3457795

[35] Li T , Zhang Z , Kolwicz SC Jr , et al. Defective branched‐chain amino acid catabolism disrupts glucose metabolism and sensitizes the heart to ischemia‐reperfusion injury. Cell Metab. 2017;25(2):374‐385.2817856710.1016/j.cmet.2016.11.005PMC5301464

[36] Zhao YY , Feron O , Dessy C , Han X , Marchionni MA , Kelly RA . Neuregulin signaling in the heart. dynamic targeting of erbB4 to caveolar microdomains in cardiac myocytes. Circ Res. 1999;84(12):1380‐1387.1038188910.1161/01.res.84.12.1380

[37] Nakaoka Y , Nishida K , Narimatsu M , et al. Gab family proteins are essential for postnatal maintenance of cardiac function via neuregulin‐1/ErbB signaling. J Clin Invest. 2007;117(7):1771‐1781.1757116210.1172/JCI30651PMC1888569

[38] Honkoop H , de Bakker DE , Aharonov A , et al. Single‐cell analysis uncovers that metabolic reprogramming by ErbB2 signaling is essential for cardiomyocyte proliferation in the regenerating heart. Elife. 2019;8:e50163.3186816610.7554/eLife.50163PMC7000220

[39] Lee JW , Koeppen M , Seo SW , et al. Transcription‐independent induction of ERBB1 through hypoxia‐inducible factor 2A provides cardioprotection during ischemia and reperfusion. Anesthesiology. 2019;132(4):763‐780.10.1097/ALN.0000000000003037PMC707200431794514

[40] Pilz PM , Hamza O , Gidlof O , et al. Remote ischemic perconditioning attenuates adverse cardiac remodeling and preserves left ventricular function in a rat model of reperfused myocardial infarction. Int J Cardiol. 2019;285:72‐79.3090428110.1016/j.ijcard.2019.03.003

[41] Burnstock G . Purinergic signaling in the cardiovascular system. Circ Res. 2017;120(1):207‐228.2805779410.1161/CIRCRESAHA.116.309726

[42] Lewis GD , Ngo D , Hemnes AR , et al. Metabolic profiling of right ventricular‐pulmonary vascular function reveals circulating biomarkers of pulmonary hypertension. J Am Coll Cardiol. 2016;67(2):174‐189.2679106510.1016/j.jacc.2015.10.072PMC4962613

[43] Borg N , Alter C , Gorldt N , et al. CD73 on T cells orchestrates cardiac wound healing after myocardial infarction by purinergic metabolic reprogramming. Circulation. 2017;136(3):297‐313.2843214910.1161/CIRCULATIONAHA.116.023365

[44] Yuan D , Tie J , Xu Z , et al. Dynamic profile of CD4(+) T‐cell‐associated cytokines/chemokines following murine myocardial infarction/reperfusion. Mediators Inflamm. 2019;2019:9483647.3101128810.1155/2019/9483647PMC6442492

[45] Hofmann U , Beyersdorf N , Weirather J , et al. Activation of CD4+ T lymphocytes improves wound healing and survival after experimental myocardial infarction in mice. Circulation. 2012;125(13):1652‐1663.2238832310.1161/CIRCULATIONAHA.111.044164

[46] Liehn EA , Piccinini AM , Koenen RR , et al. A new monocyte chemotactic protein‐1/chemokine CC motif ligand‐2 competitor limiting neointima formation and myocardial ischemia/reperfusion injury in mice. J Am Coll Cardiol. 2010;56(22):1847‐1857.2108771510.1016/j.jacc.2010.04.066

[47] Dewald O , Zymek P , Winkelmann K , et al. CCL2/monocyte chemoattractant Protein‐1 regulates inflammatory responses critical to healing myocardial infarcts. Circ Res. 2005;96(8):881‐889.1577485410.1161/01.RES.0000163017.13772.3a

[48] Tu S , Wang XY , Zeng LX , Shen ZJ , Zhang ZH . LncRNA TINCR improves cardiac hypertrophy by regulating the miR‐211‐3p‐VEGFB‐SDF‐1α‐CXCR4 pathway. Lab Invest. 2022;102(3):253‐262.3473284810.1038/s41374-021-00678-3

[49] Xia N , Lu Y , Gu M , et al. A unique population of regulatory T cells in heart potentiates cardiac protection from myocardial infarction. Circulation. 2020;142(20):1956‐1973.3298526410.1161/CIRCULATIONAHA.120.046789

[50] Zhan Y , Du L , Wang L , et al. Expression signatures of exosomal long non‐coding RNAs in urine serve as novel non‐invasive biomarkers for diagnosis and recurrence prediction of bladder cancer. Mol Cancer. 2018;17(1):142.3026812610.1186/s12943-018-0893-yPMC6162963

[51] Lin LY , Yang L , Zeng Q , et al. Tumor‐originated exosomal lncUEGC1 as a circulating biomarker for early‐stage gastric cancer. Mol Cancer. 2018;17(1):84.2969088810.1186/s12943-018-0834-9PMC5978993

# Supplementary material for: Alterations of long noncoding RNAs and mRNAs in extracellular vesicles derived from the murine heart post‐ischemia–reperfusion injury
**Source:** J Cell Mol Med. 2022 Nov 28;26(24):6006–18. doi: 10.1111/jcmm.17617
**Supplement:** Supplementary file 1 — AppendixS1

Supplementary material

Alterations of long noncoding RNAs and mRNAs in extracellular vesicles derived from the murine heart post ischemia-reperfusion injury

Xinyu Ge^1-3^, Qingshu Meng^1,2^, Xuan Liu^1-3^，Jing Liu^1-3^, Xiaoxue Ma^1,2^, Shanshan Shi^1,2^, Mimi Li^1,2^, Fang Lin^1-3^, Xiaoting Liang^4^, Xin Gong^5^，Zhongmin Liu^1-3,6^, Wei Han^5*^, Xiaohui Zhou^1,2*^

Running title: LncRNA and mRNA profiles in cardiac EVs post IR injury

*Wei Han, MD*

**Supplementary** **Figure 1**

**Supplementary Figure 1. Validation of the RNA-sequencing data. Relative expressions of 4 DE-lncRNAs and 4 DE-mRNAs in EVs were detected by qPCR.** The histograms of (A) NR_045042, (B) NR_027923, (C) AK138493, and (D) ENSMUST00000098305 are shown. Relative levels of 4 DE-mRNAs in EVs were detected by qPCR. The histograms of (E) SOCS3, (F) NOS2, (G) Hmox1, and (H) Alox5 are presented. *, P<0.05; **, P<0.01; ****, P<0.0001 compared to the sham group.

**Supplementary Table 1. The reads of lncRNAs.**

| **Sample** | **Raw reads** | **Clean reads** | **Aligned reads** | **Aligned rate** |
| --- | --- | --- | --- | --- |
| sham1 | 81,234,036 | 81,175,184 | 73,858,014 | 90.99% |
| sham2 | 82,709,744 | 82,645,582 | 72,251,601 | 87.42% |
| sham3 | 124,509,256 | 124,383,386 | 106,490,368 | 85.61% |
| sham4 | 110,790,448 | 110,719,326 | 93,650,353 | 84.58% |
| IR1 | 97,465,752 | 97,419,300 | 72,399,292 | 74.32% |
| IR2 | 100,528,424 | 100,442,132 | 84,860,122 | 84.49% |
| IR3 | 88,502,270 | 88,451,942 | 70,578,490 | 79.79% |
| IR4 | 75,136,388 | 75,042,242 | 68,637,409 | 91.47% |

**Supplementary Table 2. Quantitative polymerase chain reaction primers**

| **Gene** | **Primers** | |
| --- | --- | --- |
|  | **Forward primer (5'-3')** | **Reverse primer (5'-3')** |
| SOCS3 | ATGGTCACCCACAGCAAGTTT | TCCAGTAGAATCCGCTCTCCT |
| NOS2 | CACCAAGCTGAACTTGAGCGA | CCATAGGAAAAGACTGCACCGA |
| HMOX1 | ACAGAGGAACACAAAGACCAG | GTGTCTGGGATGAGCTAGTG |
| Alox5 | TGTCTGAGGTGTTTGGTATCG | AAGGCCATACTCGCAGATAAG |
| ENSMUST00000146010 | ACCCAAAGGTTGAGAGCTACTG | CAAGACCATCCCCTTCGTCC |
| TCONS_00010866 | AGCGAATGATTAGAGGTCTTGG | CCGTTCTGCTTACCAAAAGTG |
| NR_045042 | TGGGCGGGAATAAAGCGAAG | TTTAACCCACTCTGTGCTCCC |
| ENSMUST00000180630 | GGTCCCACTGACCACTTGAG | AGCCCCCAGACTTACCTTCT |
| AK138493 | CTCTCTCGAATGCACGTCCG | GTGACCCTTACCCATCCATCC |
| ENSMUST00000098305 | CCCAAACTGGCATTGTTCCC | CTGCCTGCCCCTACAAACAT |
| β-actin | ACCTTCTACAATGAGCTGCG | CTGGATGGCTACGTACATGG |

**Supplementary Table 3. Top 10 differentially expressed lncRNAs in IR-EVs VS S-EVs.**

|  | **LncRNA ID** | **Fold change** | **P Value** |
| --- | --- | --- | --- |
| Down-regulated | TCONS_00006932 | 3.775113 | 0.0146 |
|  | AK041430 | 3.38785 | 0.00135 |
|  | TCONS_00013489 | 3.294821 | 0.0432 |
|  | NR_037589 | 2.963866 | 0.02395 |
|  | NR_037589 | 2.963866 | 0.02395 |
| Up-regulated | TCONS_00010866 | 45.6971 | 0.00025 |
|  | ENSMUST00000098305 | 41.8519 | 0.03565 |
|  | TCONS_00025153 | 5.11413 | 0.0053 |
|  | uc029sug.1 | 5.01215 | 0.0127 |
|  | AK028038 | 4.07209 | 0.03855 |

**Supplementary Table 4. Potential cis-target genes of the differentially expressed** **lncRNAs**

**Supplementary Table 5. Top 10 differentially expressed mRNAs in IR-EVs VS S-EVs.**

|  | **mRNA ID** | **Fold change** | **P Value** |
| --- | --- | --- | --- |
| Down-regulated | Defa2 | 20.98345 | 0.00005 |
|  | Ddah1 | 7.465506 | 0.01975 |
|  | Hemt1 | 6.416649 | 0.0052 |
|  | Gm6710 | 6.251793 | 0.03765 |
|  | 5730507C01Rik | 5.368876 | 0.00005 |
| Up-regulated | Bcmo1 | 14.97 | 0.00005 |
|  | Mcpt1 | 9.05108 | 0.0019 |
|  | Lars2 | 9.01089 | 0.00005 |
|  | Hp | 8.97318 | 0.00005 |
|  | Xlr4c | 6.40443 | 0.01015 |

**Supplementary Table 6. Results of linear correlation analysis**

|  | ENSMUST00000146010 | ENSMUST00000180630 | TCONS_00010866 |
| --- | --- | --- | --- |
| **AST** |  |  |  |
| R^2^ | 0.5198 | 0.5742 | 0.5418 |
| P value | 0.0186 | 0.0111 | 0.0152 |
| Equation | Y = -537.0*X + 781.0 | Y = -642.6*X + 846.5 | Y = 474.2*X - 248.1 |
| **LDH** |  |  |  |
| R^2^ | 0.6037 | 0.6854 | 0.6693 |
| P value | 0.0082 | 0.0031 | 0.0038 |
| Equation | Y = -2249*X + 2738 | Y = -2728*X + 3039 | Y = 2048*X - 1653 |
| **CK** |  |  |  |
| R^2^ | 0.5429 | 0.8881 | 0.6861 |
| P value | 0.0151 | <0.0001 | 0.0031 |
| Equation | Y = -6218*X + 7382 | Y = -9055*X + 9319 | Y = 6133*X - 5372 |
| **CK-MB** |  |  |  |
| R^2^ | 0.2791 | 0.08584 | 0.2973 |
| P value | 0.1164 | 0.4113 | 0.1031 |
| Equation | Y = -528.4*X + 913.2 | Y = -333.6*X + 759.6 | Y = 471.6*X - 106.1 |
| **EF** |  |  |  |
| R^2^ | 0.4317 | 0.5932 | 0.6018 |
| P value | 0.0390 | 0.0091 | 0.0084 |
| Equation | Y = 38.24*X + 11.34 | Y = 51.04*X + 2.819 | Y = -39.05*X + 91.59 |
| **FS** |  |  |  |
| R^2^ | 0.4197 | 0.5676 | 0.5923 |
| P value | 0.0428 | 0.0119 | 0.0092 |
| Equation | Y = 20.87*X + 3.833 | Y = 27.63*X - 0.6517 | Y = -21.44*X + 47.79 |

AST, aspartate transaminase; LDH, lactate dehydrogenase; CK, creatine kinase; CK-MB, creatine kinase isoenzyme; EF, ejection fraction; FS, fraction shortening.

How the deposited data were processed for this re-analysis (not part of the article)

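RNA from cardiac extracellular vesicles of 4 sham mice and 4 IR mice was sequenced by the authors, with 1 library per mouse, as stranded paired-end libraries depleted of ribosomal RNA. The authors trimmed reads with cutadapt (version 1.9.3), aligned them to mm10 with HISAT2 and ran Cuffdiff, whose versions are not given. Neither the strand setting of the counting nor the annotation is stated for the deposited tables. The tables hold, for each library, an FPKM and a count for 22564 entries of mRNAs (22481 identifiers) and 56347 entries of lncRNAs (31549 identifiers, of which 6746 are under 200 nt long). Entries of 1 identifier with the same values were kept once, and those with different values were summed (70 mRNA genes). In each table 1 emptied entry was left out, and all columns of single libraries were mapped to a group by their labels.

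The FPKM values were made by the authors with Cuffdiff, which scales fragments to transcript length and library size. The estimated counts are Cuffdiff's fragments, as deposited by the authors already multiplied by 1 factor per library. The most frequent value in a library was taken as 1 fragment (0.763 to 1.18), and each count was divided by it and rounded. The tables hold no p-value of the authors. The fragments per library were 13824430 to 22497256 for mRNAs and 805181 to 1842824 for lncRNAs. Pairs of libraries of one group differed by 15.9 to 78.3 times the variance that counting alone gives (chi-squared per degree of freedom, mRNAs), so counting error is a small part of the spread between mice.

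The IR and sham groups were compared with edgeR 4.0.16 (TMM, robust dispersions, quasi-likelihood F test, two-sided) in R 4.3.3, mRNAs and lncRNAs separately, over those with a mean of at least 0.5 FPKM, with Benjamini-Hochberg adjustment over the features tested. A call needed an adjusted p under 0.05 and a fold change over 2, the thresholds of the paper's methods. The plan, set before the data were examined, named limma on log2(FPKM + 0.1) for tables without counts and edgeR for tables with counts; the tables hold counts, so edgeR is the main test and limma 3.58.1 an alternative. The TMM factors ran from 0.886 (IR 2) to 1.09 (sham 1) for mRNAs and from 0.704 (IR 3) to 1.41 (IR 1) for lncRNAs. The biological coefficient of variation was 22.0% for mRNAs and 47.2% for lncRNAs. The standard errors given are the absolute log2 fold change divided by the square root of the F statistic, so they are approximate.

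Gene lists, 38 in number, were written with the plan: pathways that the paper reports, other groups of ischemia and reperfusion, and markers of cell types. Each was tested with limma's camera with a preset correlation of 0.01 between genes, adjusted over the 38 lists, and again with a correlation estimated from the data. The KEGG and GO terms of the deposited annotation and 3 lists of intestinal and contractile cardiomyocyte genes were added after the data were seen. Single genes were named by a rule of the plan: those the paper names in its text, Tables S3 and S5, Figure 7 and Figure 8, the 10 mRNAs and 5 lncRNAs with the largest change in each direction among those called whose IR values all lie on one side of the sham values, and up to 4 members of each list with the smallest p. Where fewer were called, the smallest p filled the places, and as edgeR called 0, it filled them all. Values in the paper's tables had been seen when the rule was set. Targets of lncRNAs and abundant genes were named after their values were seen. Single genes were tested with edgeR, and where stated by an exact permutation test of the group means (two-sided, log2(FPKM + 0.1), smallest possible p 0.0286), shares by Fisher's exact test and signs of pairs by an exact binomial test. Fisher's exact test was one-sided for the KEGG and GO terms, in the direction named, and two-sided elsewhere.

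Alternatives of the plan were a pseudocount of 1 FPKM in limma, no filter, median-ratio scaling, the replicate number as a block, each library left out in turn, unadjusted p, no fold criterion, and each entry tested alone. DESeq2 1.42.0 on the same fragments was added after the data were seen. The replicate numbers do not pair mice, and no library correlated best with the one of its own number in the other group. Simulated data with 200 changed genes were drawn at the same depth and spread and run through the same test. All 35 splits of the libraries into 4 and 4 were run. Ribosomal RNA was searched with blastn 2.17.0 and sequences cut out with samtools 1.23.1. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. RT-qPCR, enzyme and cardiac function values and predicted miRNA pairs are not in the tables and were not used here.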

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

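The tests on the tissue of origin, and those of depth and of ischemia and reperfusion for TCONS_00010866 and Lars2, were chosen only after the result was seen.

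Genes of the intestinal epithelium were abundant and genes of cardiomyocytes near 0 in both groups: the lowest median of the enterocyte list in a library was 663 FPKM (sham 1), a signal in genes that the paper does not discuss. RNA of the intestine mixed into heart RNA is argued against, since a part of heart RNA would bring its contractile transcripts, and the median of the contractile list was at most 0.00740 of that of the endothelial list in any library. Vesicles with a chosen part of the RNA of heart cells and no other RNA are argued against, since heart cells do not make the transcripts of Paneth and goblet cells, and the lowest median of that list in a library was 64.0 FPKM, above the endothelial median of each. Libraries of another tissue than the labels say, and intestinal RNA beside such vesicles, cannot be told apart: the enterocyte list had the highest median of the cell type lists in 8 of 8 libraries, but it was written after the most abundant mRNAs were seen, so this restates the pattern. The pattern is in both groups, so the design gives no biological explanation to test.

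Sham 2 stood nearer to the IR libraries than to the other sham libraries in its mRNAs, and genes of T cells and NK cells were higher in it than in the other sham libraries. Sequencing depth is argued against, since the difference between its mean correlation with the IR and with the other sham libraries, in log2 fragments, was 0.00872 after all libraries were thinned to the smallest total and 0.00826 before. Swapped labels may be the explanation if an IR library is out of place too, and this stays open: the smallest margin by which an IR library was nearer to its own group was 0.00259 (IR 4, mRNAs), less than the standard deviation of the pairwise correlations, 0.00821, and in the lncRNAs IR 4 was nearer to the sham libraries, by -0.0125. A single wrong label and a mouse unlike the others, with a difference of 0.00771 between the mean correlations of sham 2 with the IR and the other sham libraries, cannot be told apart, because no gene of the tables marks the operation. The difference between mice of one group was not tested otherwise.

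TCONS_00010866 and Lars2 were high in IR 1 and IR 3 alone, the libraries with the lowest aligned shares in the paper's Table S1. Depth is argued against, since IR 4, with low values of both, has 14670563 mRNA fragments, between those of IR 1 and IR 3. An effect of ischemia and reperfusion in some of the mice stays open: TCONS_00010866 had 2 fragments in IR 4, within the 0 to 20 of the sham libraries, but this restates the pattern and tests nothing. Ribosomal RNA left in the libraries may be a source and stays open: 0 nt of the locus aligned with annotated ribosomal RNA at 80% identity over at least 50 nt, against 7 of 200 other lncRNA loci (3.5%), which was set beforehand to count against it, but the reference holds 420 nt of the 28S gene Rn28s1, so most of that gene was not searched. An earlier search against a longer annotated locus was set aside because it matched many other loci, and it too gave 0 nt for this locus.

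In Dixon's test for 1 library far from the other 3 of its group, 13 of 315 groups were found (4.13%), where chance gives about 1 in 20. The gap as a share of the range was 0.8965 for TCONS_00025153 (IR 2 lowest, 0.524 FPKM), 0.9623 for Gm21685 (IR 1 highest, 0.641 FPKM), 0.8474 for Hp (IR 4 highest, 14.6 FPKM), 0.8714 for Mcpt1 (IR 4 lowest, 0.199 FPKM), 0.8309 for Utp15 (IR 2 lowest, 2.02 FPKM) and 0.9961 for Xlr4c (IR 3 highest, 2.39 FPKM). Among the sham libraries it was 0.9074 for Cd79b (sham 2 highest, 2.76 FPKM), 0.893 for H2-Ob (sham 1 lowest, 0.123 FPKM), 0.869 for Mrpl23 (sham 1 highest, 28.1 FPKM), 0.8642 for mt-Nd2 (sham 3 lowest, 532 FPKM) and 0.8626 for Trp53inp1 (sham 2 highest, 13.8 FPKM). In the mean log2 deviation of lists it was 0.9304 for platelet and megakaryocyte genes (IR 2 lowest, -0.54) and 0.8507 for enterocyte genes (IR 2 highest, 0.28).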

How the results depend on the processing

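DESeq2 and the KEGG and GO terms were chosen only after the result was seen. Limma on log2(FPKM + 0.1) was planned as the test for tables without counts and became an alternative once the files were seen to hold counts; the other alternatives were planned. The authors' p-values, also planned, were not run because the tables hold none. The calls of edgeR, 0 in each direction, were 31 mRNAs higher and 9 lower in DESeq2, and 12 lncRNAs higher and 3 lower. They were 151, 60, 55 and 25 at an unadjusted p with a fold change over 2. Of lncRNAs, 1 was higher with a pseudocount of 1 FPKM and 1 with limma on log2(FPKM + 0.1), and 1 lower without the filter. Leaving out 1 library gave 0 to 3 mRNAs higher and 0 to 1 lower (3 and 1 without sham 2), and 0 to 1 lncRNAs higher (without IR 2) and 0 to 1 lower (without IR 3). Median-ratio scaling, the replicate block, no fold criterion and entries tested alone kept all 4 counts at 0. The setting with a pseudocount of 1 FPKM is a limma fit, so it changes the test as well as the pseudocount. At an unadjusted p the share of higher mRNAs was 71.6% in edgeR, 62.1% with limma on log2(FPKM + 0.1) and 56.5% with limma on log2(FPKM + 1). Of higher lncRNAs it was 68.8%, 51.2% and 50.0%. Limma on log2(FPKM + 0.1) moved the median log2 fold change to -0.10 for mRNAs and -0.09 for lncRNAs.

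With an estimated correlation the 6 lists of the paper's pathways lost their call: the adjusted p was 0.337 for ribosomal proteins, T cell receptor signalling, the IgA network and primary immunodeficiency, 0.519 for histones and 0.404 for adhesion molecules. The setting changed was the correlation between genes, preset at 0.01. It was estimated at 0.73 for ribosomal proteins, 0.76 for histones and 0.43 for adhesion molecules. For the IgA network, primary immunodeficiency and T cell receptor signalling it was estimated at 0.34, 0.30 and 0.083. The preset test thus assumed a lower correlation than was estimated for each list, and its smaller p rests on that. Why genes of a list correlate was not tested. In all other settings these 6 lists kept direction and call. The share of intergenic lncRNAs among the lncRNAs at an unadjusted p was 32.5%, below that of the others (Fisher's exact test, p = 0.722). The length classes turned direction there (Fisher's exact test, p = 0.561). The cause was not tested. The cis pairs with the same sign were 13 with a pseudocount of 1 FPKM and with limma on log2(FPKM + 0.1) (exact binomial p = 0.049), against 11 in edgeR. Pairs that share the target Ivns1abp are not independent, as the binomial test assumes pairs to be, and lncRNAs that overlap an exon of their target may share its fragments. With 1 library left out the pairs with the same sign were 11 to 13. The cause was not tested. The directions of the Table S4 lncRNAs held for all 35 and 29 tested in each setting, and for all 39 and 34 without the filter.

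Of the other lists, the direction turned in the nuclear oxidative phosphorylation list with a pseudocount of 1 FPKM (adjusted p = 0.750) and limma on log2(FPKM + 0.1) (0.820), in hepatocyte genes with a pseudocount of 1 FPKM (0.911) and in heme and iron genes with the replicate block (0.983). With 1 library left out it turned, over a range of adjusted p, in proliferation (1.12e-07 to 0.604), mitochondrially encoded mRNAs (0.0251 to 0.880), fatty acid oxidation (0.140 to 0.981), glycolysis (0.119 to 0.803), endothelial (0.0275 to 0.779), fibroblast (0.0371 to 0.981), pericyte (0.277 to 0.823), erythroid (0.463 to 0.991), adipocyte (0.166 to 0.985), hepatocyte (0.483 to 0.947), immediate early (0.164 to 0.957), acute inflammatory (0.143 to 0.976), heme and iron (0.706 to 0.981) and type I interferon genes (2.43e-05 to 0.787). The log2 fold change turned with a pseudocount of 1 FPKM and limma on log2(FPKM + 0.1) for Tsg101 (-0.016 and -0.017), Jarid2 (-0.031 and -0.033), Camk2b (-0.0736 and -0.13), Laptm5 (0.20 and 0.26) and Rab30 (-0.00128 and -0.00767). It turned with the block for Camk2b (-0.11), Laptm5 (0.0285) and Rab30 (-0.0171). With 1 library left out it ran from -2.84 to 4.65 for Hp, -0.00036 to 0.12 for Tsg101, -0.35 to 0.34 for Camk2b, -0.51 to 0.50 for Laptm5 and -0.49 to 0.68 for Rab30. The cause of these turns was not tested. Over all settings of the single genes, other lists and terms, 2156 values kept direction and side of the threshold, 32 lost and 59 gained a call and 49 turned direction. In simulated data of this depth and spread the test found 72% of 2-fold and 93% of 4-fold changes in mRNAs, with 16 false calls, and 8% and 51% in lncRNAs, with 1 false call, so small changes of lncRNAs lie below what these libraries can show. The median log2 fold change estimated for the 2-fold mRNAs was 1.02. Many of them thus lay below the fold change over 2 that a call needs, and the 72% is not a share past both thresholds. The simulation was set by depth and spread, while real genes of a list also moved together (correlation estimated at 0.73 for ribosomal proteins). The shares found may thus not hold in the real libraries, and they do not show that few mRNAs changed.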

Differences from the paper's values

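The paper reports 317 upregulated and 404 downregulated mRNAs, stating a fold change over 2 and an adjusted p under 0.05. Its abstract gives a slightly different count of downregulated mRNAs. At the stated thresholds edgeR on the deposited fragments called 0 and 0. The P values that the paper prints in Tables S3 and S5 are not called adjusted. Whether its mRNA counts and the calls of edgeR rest on equal thresholds is thus not known. None of the alternatives set before the data were examined came within 1.5 times of the paper's counts. An unadjusted p under 0.05 with a fold change over 2 gave 151 and 60, leaving out sham 2 gave 3 and 1, and all others (pseudocount of 1 FPKM, no filter, median-ratio scaling, replicate block, the other libraries left out, no fold criterion, entries tested alone) gave 0 and 0. DESeq2, chosen after seeing the values, called 31 and 9, among them the genes Bcmo1, Mcpt1, Defa2, Ddah1 and 5730507C01Rik of Table S5 and Cd3g and Cd8a of Fig. 7, and so drops most of the paper's mRNAs; without sham 2 edgeR called Ddah1.

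The paper reports 39 upregulated and 34 downregulated lncRNAs at the same thresholds; edgeR called 0 and 0. Of the alternatives set before the data were examined, an unadjusted p under 0.05 with a fold change over 2 came within 1.5 times of the paper's counts, with 55 and 25. It is not the paper's threshold, and 24 of its 80 lncRNAs are among the 73 of Table S4. The paper states a fold change over 2, but the ratio of the deposited group means was under 2 for 34 of the 73, 12 of the 39 upregulated and 22 of the 34 downregulated, down to 1.51. The listed lncRNAs thus do not all pass that threshold on these means, and the paper's counts and the 24 shared lncRNAs are not a comparison at equal thresholds. The other alternatives set before did not come that near: a pseudocount of 1 FPKM gave 1 and 0, no filter 0 and 1, leaving out IR 2 1 and 0, leaving out IR 3 0 and 1, and the rest 0 and 0. Limma on log2(FPKM + 0.1), made an alternative once the files were seen to hold counts, called 1 and 0. DESeq2, chosen after seeing the values, called 12 and 3, of which 8 are in Table S4. It did not call 65 of the paper's lncRNAs, of which 9 were below the filter and not tested.

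The ratios of group means in Tables S3 and S5 match those of the deposited FPKM, and the shares by length and class match the numbers in Fig. 3C and Fig. 3D. In Fig. 5 the paper links the downregulated mRNAs to metabolic process and to the intracellular part, and the upregulated mRNAs to protein binding. The deposited terms gave a median log2 fold change of -0.04 for metabolic process (camera p = 0.338), 0.0007 for intracellular (p = 0.552), tested in place of intracellular part, and 0.02 for protein binding (p = 0.173); Fisher's exact test on genes at an unadjusted p with a fold change over 2 gave p = 0.0189 for protein binding among higher genes. As the paper's term protein binding came from the same libraries, that Fisher p is not independent evidence. The paper states that the 8 RNAs chosen for RT-qPCR differ in its sequencing results, while none passed in edgeR. All 8 had the direction it gives, and DESeq2 called ENSMUST00000098305.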

Other observations

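The tests of the numbers of mRNAs and lncRNAs past the thresholds were chosen only after the result was seen, as were the 3 lists of intestinal and contractile genes.

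Beyond the pathways that the paper reports, genes of dividing cells had lower values in IR. Of 35 genes of DNA replication 32 had negative log2 fold changes with a median of -0.27 (camera with its preset correlation, adjusted p = 6.48e-06, p = 0.291 with an estimated correlation, and adjusted p = 0.0823 without sham 1), and of 27 genes of proliferation 26 were negative with a median of -0.24 (adjusted p = 0.0207, and p = 0.585 with an estimated correlation). The proliferation list lost its call with a pseudocount of 1 FPKM (adjusted p = 0.315), with limma on log2(FPKM + 0.1) (0.406), without IR 2 (0.604) and without sham 2 (0.123), and turned direction without sham 1 (0.498). Of 46 genes of the spliceosome 41 were negative with a median of -0.17 (adjusted p = 2.51e-05, and p = 0.232 with an estimated correlation), such as Sf3b5 at 14.8 ± 3.59 FPKM in sham and 10.2 ± 1.79 in IR. The enterocyte list had a median log2 fold change of 0.35, with 18 of 23 genes positive, 10 higher and 1 lower at an unadjusted p under 0.05. In camera its adjusted p over the 3 added lists was 1.35e-06, and 0.130 before adjustment with an estimated correlation. Several of its genes, such as Dpp4 and Anpep, are also expressed outside the intestine. The list of Paneth, goblet and stem cells had a median of -0.13 (camera adjusted p over the 3 lists 0.155). Of the contractile cardiomyocyte list 2 of 15 genes were tested, both negative.

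Markers of the other cell types showed no shift past the threshold with the preset correlation. The adjusted p was 0.583 for 18 endothelial genes (median log2 fold change 0.03), 0.629 for 18 fibroblast genes (0.10), 0.545 for 9 pericyte genes (-0.02), 0.362 for 8 of 25 cardiomyocyte genes (-0.24), 0.746 for 4 erythroid genes (0.09), 0.629 for 4 platelet genes (-0.06), 0.646 for 7 adipocyte genes (1.01) and 0.651 for 6 hepatocyte genes (0.08, while the test pointed down). Without IR 2 the endothelial (adjusted p = 0.0275), fibroblast (0.0371) and cardiomyocyte genes (0.0374) passed. For 16 exosome marker genes (-0.03) it was 0.651, such as Cd81 at 116 ± 7.08 FPKM in sham and 98.2 ± 10.4 in IR and Hspa8 at 575 ± 172 and 434 ± 35.5. It was 0.686 for 21 immediate early and heat shock genes (0.02, while the test pointed down), 0.629 for 14 acute inflammatory genes (0.32). It was 0.872 for 16 heme and iron genes (0.06) and 0.0616 for 18 type I interferon genes (0.31). The gene list type I interferon response passed without sham 1 (adjusted p = 0.0491), sham 2 (2.43e-05), IR 2 (0.0112) or IR 4 (0.0014), with the replicate block (0.0307), with a pseudocount of 1 FPKM (0.0036) and with limma on log2(FPKM + 0.1) (0.004). It turned down without IR 3 (adjusted p = 0.787), and camera with an estimated correlation gave p = 0.568.

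Other splits of the libraries do not exclude chance for any result they could test. For T cell receptor signalling 1 of 35 splits gave a camera p as small (real 3.62e-07, smallest other 1.62e-06), and the paper chose that pathway on this very split. For the upregulated and downregulated lncRNAs of Table S4 it was 1 of 35 each (real 2.50e-38 and 1.42e-23, smallest others 1.99e-18 and 1.29e-12), and the paper chose those lncRNAs on it too. Splits as extreme were also found for the ribosomal proteins (2 of 35, real 1.42e-39, smallest other 6.16e-46) and histones (12 of 35, real 1.72e-13, smallest other 4.92e-53). They were found for the IgA network (4 of 35, real 7.09e-13, smallest other 2.06e-16), primary immunodeficiency (3 of 35, real 4.21e-10, smallest other 9.63e-17) and adhesion molecules (8 of 35, real 3.82e-09, smallest other 1.03e-26). The same was true of the mRNAs at an unadjusted p with a fold change over 2 (3 of 35, real 211, highest other 421) and the lncRNAs at that threshold (3 of 35, real 80, highest other 99). For the mRNAs and lncRNAs past the adjusted thresholds the real count was 0 (highest others 6 and 2), which all 35 of 35 splits reach, so those counts test nothing. The split that exchanges sham 2 with IR 2 gave the 421 mRNAs, and the one that exchanges sham 2 with IR 4 gave 242 mRNAs and 99 lncRNAs, which points to a structure of the samples.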
